# Lcn2 deficiency leads to long-lasting social impairments independent of maternal immune activation

**DOI:** 10.1186/s12974-026-03742-1

**Published:** 2026-02-25

**Authors:** Martyna Pekala, Sylwia Zawiślak, Sandra Romanis, Karolina Nader, Joanna Dzwonek, Aleksandra Cabaj, Anna Madecka, Alicja Puścian, Ewelina Knapska, Robert Pawlak, Leszek Kaczmarek, Katarzyna Kalita

**Keywords:** Lcn2, maternal immune activation, neurodevelopmental disorders

## Abstract

Maternal infection during pregnancy is a well-established risk factor for neurodevelopmental disorders (NDDs), yet the underlying molecular mechanisms remain poorly understood. Lipocalin-2 (Lcn2), an innate immune protein, is highly upregulated during infection, known to affect neuronal and glial function. This study investigates the role of Lcn2 in shaping brain development, particularly after maternal immune activation (MIA). To mimic maternal infection, pregnant mice received intraperitoneal injections of either lipopolysaccharide (LPS) or saline on embryonic days 16 to 18 to model infection during the second trimester of pregnancy in humans. We first showed that *Lcn2* mRNA was expressed in the fetal brain and that MIA significantly upregulated *Lcn2* mRNA in the hippocampus and neocortex of both sexes. To assess functional relevance, we employed Lcn2 heterozygous females to generate wild-type and Lcn2 KO offspring from the MIA and control groups. Both female and male offspring underwent a battery of behavioral assays. Strikingly, both Lcn2 deletion and MIA independently led to social deficits and increased repetitive behaviors, hallmark features of NDDs, but their combination did not produce additive effects, suggesting a shared or converging mechanism. These alterations were specific to social and repetitive behavior, as no deficits were observed in the learning and memory task. To investigate potential shared molecular mechanisms, we quantified pro-inflammatory cytokine levels in the placenta and fetal forebrain at 4 h after the final LPS injection. No genotype-dependent differences were observed in *IL-6*, *TNF*-α, or *IL-1*β expression. However, RNA sequencing analysis revealed an overlapping group of differentially expressed genes in the Lcn2 KO and MIA groups, indicating convergence on similar transcriptional pathways that may underlie the observed behavioral phenotypes. Together, these findings reveal a previously unrecognized role for Lcn2 in brain development and suggest that while Lcn2 may not directly mediate the damaging effects of maternal immune challenge, it intersects with critical developmental pathways that shape social behavior.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-026-03742-1.

## Background

Brain development is a complex and dynamic process that begins early in fetal life and involves the precise formation of neuronal connections essential for cognitive, emotional, and social functioning. A growing body of epidemiological evidence shows that the prenatal period is particularly sensitive to environmental influences, which may disrupt these finely tuned developmental processes and increase the risk of neurodevelopmental disorders (NDDs) [1]. Among these environmental risk factors, prenatal exposure to maternal infections has emerged as a significant contributor, with numerous systematic reviews and meta-analyses linking it to an increased incidence of autism spectrum disorder (ASD), schizophrenia, and attention-deficit/hyperactivity disorder (ADHD) in the offspring [2–7]. Timing appears to be an important factor, with some studies suggesting that infections occurring during the second trimester are particularly associated with a higher risk of NDDs [3, 4].

Although the exact mechanisms by which adverse prenatal exposures lead to NDDs remain unclear, the maternal immune activation (MIA) hypothesis is one of the most prominent explanations. It proposes that the maternal immune response, characterized by elevated levels of circulating cytokines, rather than the pathogen itself, disrupts fetal brain development [8]. Epidemiological studies demonstrate that not only maternal infections, but also chronic inflammatory conditions such as autoimmune diseases, asthma, and obesity, are associated with an increased risk of NDDs in offspring thus supporting the above hypothesis [1]. Further corroborating evidence also comes from animal models, in which maternal immune activation is induced by such agents as bacterial endotoxin lipopolysaccharide (LPS) or synthetic viral RNA analog Poly(I:C), mimicking bacterial and viral infections, respectively [9]. Numerous studies using these models have demonstrated that MIA results in persistent behavioral abnormalities in offspring, accompanied by molecular, anatomical, and functional alterations in the brain [10, 11]. These behavioral impairments often include deficits in social interaction, increased repetitive behaviors, and cognitive dysfunction, hallmarks resembling the core symptoms of various NDDs [11–13]. While such findings strongly support the role of maternal immune signaling in shaping neurodevelopment, the precise molecular mechanisms involved remain poorly defined.

Lipocalin-2 (Lcn2) is an extracellular protein that was initially identified as a part of the innate immune response, released upon infection to bind bacterial siderophores and restrict pathogen growth [14, 15]. Under physiological conditions, Lcn2 levels in the brain are low; however, its expression is markedly upregulated during pathological conditions, including inflammation and following intraperitoneal administration of high doses of LPS [16–23]. Although numerous studies have linked elevated Lcn2 expression to the exacerbation of inflammatory responses, other evidence suggests that Lcn2 may also exert anti-inflammatory effects, highlighting its context-dependent role in immune regulation [21, 24–30].

Importantly, beyond its immunological functions, Lcn2 is essential for maintaining normal neuronal structure and behavior. Lcn2-knockout (Lcn2 KO) mice exhibit anxiety- and depression-like behaviors, along with deficits in spatial learning [31–34]. These behavioral abnormalities are accompanied by impaired adult neurogenesis, altered dendritic arborization, and changes in dendritic spine density. In addition, Lcn2 has been implicated in synaptic plasticity, as in vitro studies show that recombinant Lcn2 reduces membrane expression of NMDA receptor subunits, promotes immature spine morphology, and impairs long-term potentiation (LTP) in hippocampal slices [35, 36].

Despite these insights, the function of Lcn2 in the developing brain, specifically its role in modulating prenatal inflammatory responses, remains unexplored. To address this gap, we have employed a murine MIA model induced by low doses of LPS. We demonstrated that MIA upregulated Lcn2 expression in the fetal brain and induced behavioral abnormalities reminiscent of symptoms associated with NDDs. Strikingly, Lcn2 deletion alone produced comparable behavioral deficits, and combining MIA with Lcn2 deficiency failed to exacerbate these effects, suggesting an occlusion phenomenon. To uncover potential common molecular pathways, we performed bulk RNA sequencing on fetal forebrain tissue and identified a shared set of differentially expressed genes in both Lcn2 KO and MIA groups. These results suggest that, while Lcn2 may not directly mediate the deleterious impact of prenatal immune challenge, it plays a crucial role in normal brain development.

## Materials and methods

### Animals

Wild-type pregnant C57BL/6J and transgenic pregnant females with a knockout of the *Lcn2* gene (strain: B6.129P2-Lcn2tm1Aade/AkiJ, stock #024630, The Jackson Laboratory, USA), maintained on a C57BL/6J genetic background, and Ngal-Luc2/mC (strain: Lcn2tm2Bara Tyrc-2 J/J, #:039157 The Jackson Laboratory, USA) were used in the study [14, 31, 37]. All animals were bred and housed at the Animal Facility of the Nencki Institute under standard laboratory conditions: a 12-h light/dark cycle, ambient temperature maintained at 20–23 °C, relative humidity between 45 and 65%, and 10–15 air changes per hour. Animals had ad libitum access to food and water. Mice were housed in individually ventilated cages (391 × 199 × 160 mm) in groups of 4–5 animals. Pregnant females were separated around gestational day 14 and housed individually until weaning of the offspring. For behavioral testing, males and females were kept in larger cages (395 × 346 × 213 mm) in groups of 9–14 animals. All cages were enriched with poplar wood bedding and nesting materials (wooden blocks, cellulose cotton rolls, and wood wool). All experiments were conducted on offspring from C57BL/6J and Lcn2 Het females. For behavioral studies, 6–8 litters per genotype, per experimental group were used, and for biochemical analyses, 2–4 litters per genotype were included. Behavioral testing was performed in adult offspring, and the same cohort of animals was used across all behavioral assessments. All experimental procedures were performed following the European Communities Council Directive of 24 November 1986 (86/609/EEC), the Animal Protection Act of Poland, and approved by the 1st Local Ethics Committee in Warsaw (approval no. 689/2018, 1169/2021, 1501P1/2023 and 1765/2025).

### Maternal immune activation (MIA) model

A maternal immune activation model was employed to induce systemic immune responses in pregnant mice using intraperitoneal injections of lipopolysaccharide, a component of the outer membrane of Gram-negative bacteria. The MIA protocol was adapted from Schaafsma et al. [38] with modifications. Female mice aged 10–35 weeks were mated with a male overnight. C57BL/6J females were mated with C57BL/6J males, while Lcn2 heterozygous females were mated with either wild-type or knockout males. The following morning, body weight was recorded, and the presence of vaginal plugs was checked to confirm mating. Pregnancy was further verified based on subsequent weight gain. Beginning on gestational day 16, pregnant females received daily intraperitoneal injections of LPS derived from *Escherichia coli* (serotype O111:B4, Sigma-Aldrich, # L4391-1MG) dissolved in sterile saline (Injectio Natrii Chlorati Isotonica, Polpharma, Poland) at a concentration of 5 µg/mL. The dose was 40 µg/kg body weight, administered in a volume appropriate for each animal, for three consecutive days. Control animals received equivalent volumes of sterile saline. Offspring at various developmental stages (prenatal and postnatal) were used for subsequent analyses.

### Sex determination of mouse fetuses by polymerase chain reaction (PCR)

Genomic DNA was isolated from the mice’s tails to determine the sex of the animals. The tissue was incubated in lysis buffer (100 mM NaCl, 100 mM Tris-HCl, 0.5% SDS, 1 mM EDTA, proteinase K 1:10) overnight at 55°C. The next day, proteinase K was inactivated by 10 min incubation at 98°C. The obtained lysate was then diluted in deionized water in a ratio of 1:40 and used as template DNA for amplification using primers 5’-CACCTTAAGAACAAGCCAATACA-3’ and 5’-GGCTTGTCCTGAAAACATTTGG-3 [39].

### Measurement of Lipocalin-2, IL-6, and TNF-α concentration in maternal plasma

Lcn2 levels were quantified in maternal plasma 4 h after the first LPS injection or 24 h after the final LPS injection using the Mouse Lipocalin-2/NGAL DuoSet ELISA kit (# DY1857, R&D Systems, Minneapolis, MN, USA). IL-6 and TNF-α levels were quantified in maternal plasma 4 h after single LPS injection or 4 h after the final LPS injection using, respectively, Mouse IL-6 DuoSet ELISA kit (# DY406, R&D Systems, Minneapolis, MN, USA), Mouse TNF-α DuoSet ELISA kit (# DY410, R&D Systems, Minneapolis, MN, USA), following the manufacturer’s instructions. Blood was collected via cardiac puncture using a 1 ml syringe and transferred to EDTA-coated tubes to prevent coagulation. Samples were centrifuged within 30 min of collection at 4 °C for 15 min at 1000 × g. The plasma fraction was carefully separated and subjected to a second centrifugation at 4 °C for 10 min at 10,000 × g to remove any remaining cellular debris. The plasma was aliquoted and stored at − 80 °C until analysis.

### RNA preparation and quantitative real-time PCR

Total RNA was isolated from the fetal brain using the RNeasy Mini Kit (# 74104, Qiagen, Hilden, Germany). RNA was reverse transcribed with SuperScript™ IV VILO (# 11766050, Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. cDNA was amplified with TaqMan probes (*Lcn2* Mm01324470_m1, *Il-1β* Mm00434228_m1, *TNF-α* Mm00443258_m1, *Il-6* Mm00446190_m1, *Gapdh* Mm99999915_g1, ThermoFisher, Waltham, MA, USA) that were specific for the mouse. Quantitative real-time PCR was performed using TaqMan Fast Advanced Master Mix (# 4444556, Thermo Fisher Scientific, Waltham, MA, USA) with StepOne Real-Time PCR System (Thermo Fisher Scientific, MA USA). Fold changes in expression were determined using the ∆∆CT relative quantification method. The values were normalized to relative amounts of Gapdh.

### RNAscope and immunofluorescence

E19 fetuses were anesthetized, then transcardially perfused with PBS, and brains were postfixed in 4% PFA overnight, followed by sucrose. The brain tissues were cryo-sectioned at 15 μm and stored at − 80 °C. Sections were processed according to the manufacturer’s protocol (Bio-Techne USA). Briefly, sections were washed with PBS, baked at 60 °C for 60 min, and fixed in 4% PFA for 15 min at 4 °C. Dehydration was performed with 50%, 70%, and twice with 100% ethanol for 5 min, and sections were incubated with hydrogen peroxide. After washing in distilled water, sections were boiled in 1x target retrieval solution for 5 min, rinsed again in distilled water, and incubated with Protease III for 5 min at 40^◦^C, followed by RNAscope probe (Mm-Lcn2-C1; # 313971, Bio-Techne, USA) at 40^◦^C for 2 h. Signal amplification was achieved through multiple sequential incubations with RNAscope Multiplex Fluorescent Detection Reagents V2 (#323110, Bio-Techne, USA) at 40 °C as follows: AMP1 for 30 min, AMP2 for 30 min, and AMP3 for 15 min. Finally, a signal was developed using channel-specific conjugates of HRP and the Vivid dye (TSA-Vivid 570 for Lcn2). After RNAscope, sections were blocked with 5% normal serum and 0.1% Triton X-100 for 1 h. After overnight incubation at 4 °C with primary antibodies: anti-Laminin (# L9393, Merck), anti-GFAP antibody (# ab4674, Abcam), anti-IBA1 antibody (# 019-19741, FUJIFILM Wako), and anti-NSE (# AB951 Chemicon), the sections were incubated with secondary antibodies and Hoechst 34580 (# H21486, Thermo Fisher Scientific, Waltham, MA, USA). For mCherry immunostaining, brain slices after blocking were incubated with anti-mCherry antibody (# PA5-34974, Thermo Fisher Scientific, Waltham, MA, USA) for 48 h. Next, the sections were incubated with anti-Laminin antibody (# C96142, LSBio, USA), secondary antibodies, and Hoechst. Positive cells were acquired on a Zeiss LSM 800 Airyscan confocal microscope with a PL APO 63x/1.4 oil immersion objective using 488/561/640 nm diode lasers with sequential acquisition settings at 1024 × 1024 resolution, 2.3 × optical zoom, and 0.035 × 0.035 μm pixel size. The settings were kept the same for all scans.

### Western blot analysis

Sixty micrograms of protein extracts collected from the cortex of the E19 fetuses were run on polyacrylamide gels under reducing conditions. The standard Western blot procedure was performed using anti-Lcn2 (# AF 3508, R&D Systems, Minneapolis, MN, USA). To monitor equal total protein levels, the blots were re-probed with β-actin (# A1978, Sigma-Aldrich, Saint Louis, MO, USA) antibodies. The chemiluminescent method was used for signal detection. To quantify individual bands, a scan of X-ray films was analyzed by densitometry using ImageJ.

### Eco-HAB^®^ testing of social behaviors

Eco-HAB^®^ is a fully automated, RFID-based, open-source system designed to assess naturalistic social behaviors in group-housed mice [40]. The apparatus consists of four interconnected polycarbonate compartments (30 × 30 × 18 cm), linked by tubular corridors (internal diameter: 36 mm; external diameter: 40 mm). Mice were automatically tracked by antennas placed on both ends of each corridor based on subcutaneous RFID microchips. The microchips were implanted one week before the experiment under short-term isoflurane anaesthesia. Behavioral data were recorded continuously and analyzed using the Python-based pyEcoHAB library (https://github.com/Neuroinflab/pyEcoHAB).

Mice (8–11 weeks) were tested in the Eco-HAB^®^ system over six consecutive days, following a three-phase protocol: adaptation (days 1–2), sociability assessment (days 3–5), and olfactory stimulus presentation (day 6). At the onset of the dark phase on day 6, soiled bedding from unfamiliar, age- and sex-matched wild-type mice (same strain) was placed behind a perforated partition in one compartment to serve as a social olfactory cue. Clean bedding was used in the opposite compartment as a neutral control.

To characterize spontaneous social interactions within the group, in-cohort sociability was calculated as the total time each pair of mice spent together minus the time they would be expected to spend together based on their individual preferences for occupying specific compartments within the Eco-HAB^®^ system [40, 41]. This parameter was calculated for every pair of animals within each experimental group during dark phases 3, 4, and 5. Additionally, the approach to social odor was evaluated by calculating the proportion of time each animal spent in the compartment containing a novel social odor compared to the time spent in the compartment with a neutral olfactory cue relative to the corresponding period during the preceding dark phase.

### Three-chamber test

The three-chamber test was used to assess social behavior deficits in mice. Testing was conducted in a non-transparent box measuring 63 × 44 × 25 cm, divided into three equal compartments (21 × 44 × 25 cm) by walls containing openings that allowed the animal free access to all chambers. In the center of each of the two outer chambers, an inverted cylindrical metal wire cup (15 cm in height, 12 cm in diameter) was placed to serve as a stimulus container. Mice were tested individually in two consecutive 10-minute phases. During the first phase (habituation), both wire cups were empty, and the mouse was placed in the center chamber with free access to all three compartments to explore the apparatus. In the second phase, one wire cup contained a control olfactory stimulus (clean bedding), while the other contained a social olfactory stimulus (bedding soiled by unfamiliar, age- and sex-matched wild-type conspecifics of the same strain). Behavior was recorded using a video camera connected to a computer and analyzed with EthoVision XT software (Noldus Information Technology, Wageningen, Netherlands), which enables automated tracking of animal movement and interaction. The primary behavioral parameter was the duration of interaction with each wire cup, defined as sniffing, close investigation, or climbing. A social odor preference index (SI) was calculated using the formula: SI = (TS − TNS) / (TS + TNS), where TS represents the time spent interacting with the cup containing the social stimulus, and TNS represents the time spent interacting with the cup containing the control stimulus.

### Marble burying test

The marble burying test was conducted in a clean, transparent plastic cage (27 × 21 × 14 cm) filled with approximately 5 cm of tamped-down bedding to create an even, flat surface. The cage was covered with a second transparent plastic cage of the same dimensions. Twelve identical glass marbles (15 mm in diameter) were arranged in a regular pattern across two rows on the bedding surface. Each mouse was placed individually into the experimental cage and allowed to explore for 15 min. After each session, the mouse was returned to its home cage, and the number of marbles buried, defined as being covered by bedding to at least two-thirds of their depth, was recorded as a measure of repetitive digging behavior.

### Autistic-like score

Autistic-like score is a composite behavioral index designed to quantify autism-like traits, specifically impairments in social interaction, reduced interest in social stimuli, and increased repetitive behaviors. The score was computed based on previously described methods [42, 43], using the standardized values of four behavioral parameters: sociability (EcoHAB^®^ test), approach to social odor (EcoHAB^®^ test), social odor preference index (three-chamber test), and number of marbles buried (marble burying test). For each parameter, standardization was performed as follows: (x – min value) / (max value – min value), where *x* is the raw value for a given animal, and *min* and *max* are the minimum and maximum values across the entire cohort. Given that approach to social odor and social odor preference index assess overlapping behavioral dimensions, their standardized values were averaged so that each of the three behavioral domains (social interaction, social interest, and repetitive behavior) contributed equally to the final score. To ensure consistent directionality of the score (i.e., higher values reflecting stronger autistic-like behavior), the standardized scores for social interaction and social interest were inverted using 1- standardized score. The autistic score was then calculated as: (1- score _social interaction_) + (1 – score _social interest_) + score _repetitive behavior_. This procedure yields a score ranging from 0 to 3, with higher values indicating more pronounced autistic-like traits.

### IntelliCage system for testing reward-motivated learning

IntelliCage (TSE Systems, Berlin, Germany) is an automated system for monitoring behavior in group-housed mice [44, 45]. It consists of a home cage (55 × 37.5 × 20.5 cm) with four experimental corners, each equipped with sensors and controlled via IntelliCagePlus software (v3.3.7.0). Each corner, accessible to one mouse at a time via a 3 cm tube, contains two water bottles behind motorized doors. An overhead sensor detects presence, while an RFID antenna identifies individual mice via implanted transponders, enabling the system to open the doors only for authorized mice following a nosepoke.

An appetitively motivated training paradigm was conducted using the IntelliCage system, enabling mice to acquire a preference for a bottle containing 10% sucrose solution, a highly motivating reward [45, 46]. The procedure began with a two-day adaptation period, with bottle-access doors open and free access to all corners. Next, doors were closed for two days, and mice learned to nosepoke for water access. Doors opened for 5 s following a correct response. At the end of this session, the least preferred corner (i.e., the one with the fewest visits) was identified for each mouse. In the following three-day phase, water access was restricted to the individually least preferred corner. Instrumental responses to both bottles in that corner were recorded. The bottle associated with fewer responses was then replaced with a 10% sucrose solution, available for the next five days. Animal activity, learning to discriminate between bottles containing plain and sucrose-sweetened water, and sucrose preference were assessed.

### RNA Sequencing

Tissue from an E18 mouse forebrain was quickly dissected and stored in RNAlater solution (# AM7020, Invitrogen) at 4 °C for 24 h, supernatant was removed and tissue kept at − 80 °C for further use. Total RNA was isolated using the RNeasy Mini Kit (# 74104, Qiagen, CA, USA) according to the manufacturer’s protocol. Quality and integrity of total RNA were assessed with Agilent 2100 Bioanalyzer using an RNA 6000 Nano Kit (# 5067 − 1511, Agilent Technologies, Ltd., CA, USA) In total, strand-specific polyA-enriched RNA libraries were prepared using the KAPA Stranded mRNA Sample Preparation Kit according to the manufacturer’s protocol (# 07962207001, Kapa Biosystems, MA, USA). Briefly, mRNA molecules were enriched from 500ng of total RNA using poly-T oligo-attached magnetic beads (# 07962207001, Kapa Biosystems, MA, USA). The obtained mRNA was fragmented, and the first-strand cDNA was synthesized using a reverse transcriptase. Second, cDNA synthesis was performed to generate double-stranded cDNA (dsDNA). Adenosines were added to the 3′ ends of dsDNA, and adapters were ligated (# E7600S, adapters from NEB, Ipswich, MA, USA). Following the adapter ligation, uracil in a loop structure of the adapter was digested by USER enzyme from NEB (# E7600S, Ipswich, MA, USA). Adapters containing DNA fragments were amplified by PCR using NEB starters (# E7600S, Ipswich MA, USA). Library evaluation was done with Agilent 2100 Bioanalyzer using the Agilent DNA High Sensitivity chip (# 5067 − 4626, Agilent Technologies, Ltd. CA, USA). The mean library size was 300 bp. Libraries were quantified using a Quantus fluorometer and QuantiFluor double-stranded DNA System (# E4871, Promega, Madison, Wisconsin, USA). Libraries were paired-end sequenced (2 × 151 bp) on NovaSeq 6000 (Illumina, San Diego, CA, USA). RNA sequencing was performed in the Laboratory of Sequencing, Nencki Institute of Experimental Biology, Poland.

### Data preprocessing and analysis

Quality control of reads was performed using FastQC (v. 0.11.9). Adapter and quality trimming were performed using cutadapt (v. 3.4) and TrimGalore (v. 0.6.7), respectively. TrimGalore quality parameter was set to 25. Alignment of reads to the murine reference genome (GRCm39) was performed using STAR (v. 2.7.9a) with default settings. The GTF annotation file was used from the 105 Ensembl release. Duplicate reads were marked using Picard MarkDuplicates (v. 2.27.4-SNAPSHOT). Final quality control was collated with MultiQC (v. 1.13) from RSeQC (v. 3.0.1) and the tools described above. Reads were summarized and counted by featureCounts (v. 2.0.0) on paired-end reads, with only primary alignments and reversely stranded reads counted. The minimum mapping quality score required for a read to be counted was set to 3. The differential analysis was performed using DESeq2 (v. 1.34) with default parameters. If the sum of counts for a specific feature was less than 10 in all samples, this feature was discarded from the analysis. Plots were generated using ComplexHeatmap (v. 2.10.0) packages, GraphPad and overlapping genes were identified using Venn diagram tool http://bioinformatics.psb.ugent.be/webtools/Venn/), followed by the exact hypergeometric probability significance test of the overlap using a web-based program (http://nemates.org/MA/progs/overlap_stats.html) [47]. Significantly differentially expressed genes (DEGs); FDR-adjusted p-value < 0.05 obtained from the RNA sequencing were used as input for the pathway analysis. The functional analysis was performed using Metascape https://www.metascape.org/ [48]. The function of DEGs was investigated using Gene Oncology (GO) of biological processes (BP). For identified DEGs, function and pathway enrichment analysis were carried out using the following ontology sources: Gene Ontology and KEGG Pathway with a *p* < 0.01, a minimum count of 3, and an enrichment factor > 1.5 were collected and grouped into clusters.

### Statistical analyses

Sample sizes and detailed statistical information are provided in the text, figures, or their respective legends. Normality of data distribution was assessed using the D’Agostino-Pearson test. Data with normal distribution were analyzed using Student’s *t*-test, one-way ANOVA, two-way ANOVA, two-way repeated-measures ANOVA, or three-way repeated-measures ANOVA, followed by Šídák’s, Tukey’s, post hoc tests for multiple comparisons as appropriate. For comparisons involving more than two groups with non-normal distributions, logarithmic transformation was applied (Y = Ln (Y), or Y = Ln (Y + 1) for data containing zero values). For two-group comparisons, which do not follow a normal distribution, the non-parametric Mann–Whitney U test was applied. Fetal survival data were analyzed using the chi-square (χ²) test. Differences between experimental groups were considered statistically significant at *p* < 0.05. All analyses were performed using GraphPad Prism (version 8.0.2, GraphPad Software).

## Results

### Temporal expression of Lipocalin-2 in the developing hippocampus and its sensitivity to maternal immune activation

While the role of Lcn2 in the adult brain has been extensively studied [19, 31, 33, 49], its function during brain development remains poorly understood. To determine whether *Lcn2* mRNA in the brain is developmentally regulated, we performed RT-qPCR using RNA isolated from the hippocampi of wild-type C57BL/6J mice of both sexes across various prenatal and postnatal stages, starting from embryonic day 16 (E16) to adult mice (two months old). *Lcn2* mRNA expression was detectable in the hippocampus as early as the prenatal period and remained present at all examined developmental stages (Fig. 1A). The lowest expression levels were observed at E16. A significant increase in Lcn2 expression at consecutive stages of development was observed (E16 vs. E19 *p* = 0.0182; E16 vs. P0 *p* < 0.0001; E16 vs. P7 *p* = 0.0068; E16 vs. P14 *p* < 0.0001; E16 vs. P21 *p* = 0.0002; E16 vs. 5 weeks *p* = 0.0004; E16 vs. adult *p* = 0.0080; Fig. 1A). *Lcn2* mRNA expression peaked at birth (P0), although statistical differences were found only in comparisons with E16 (P0 vs. E16 *p* < 0.0001; Fig. 1A), E19 (P0 vs. E19 *p* = 0.0036; not shown on graph), P7 (P0 vs. P7 *p* = 0.0106; not shown on graph), and adult mice (P0 vs. adult *p* = 0.0177; not shown on graph). During the postnatal period, Lcn2 expression remained relatively stable into adulthood.

**Fig. 1:**
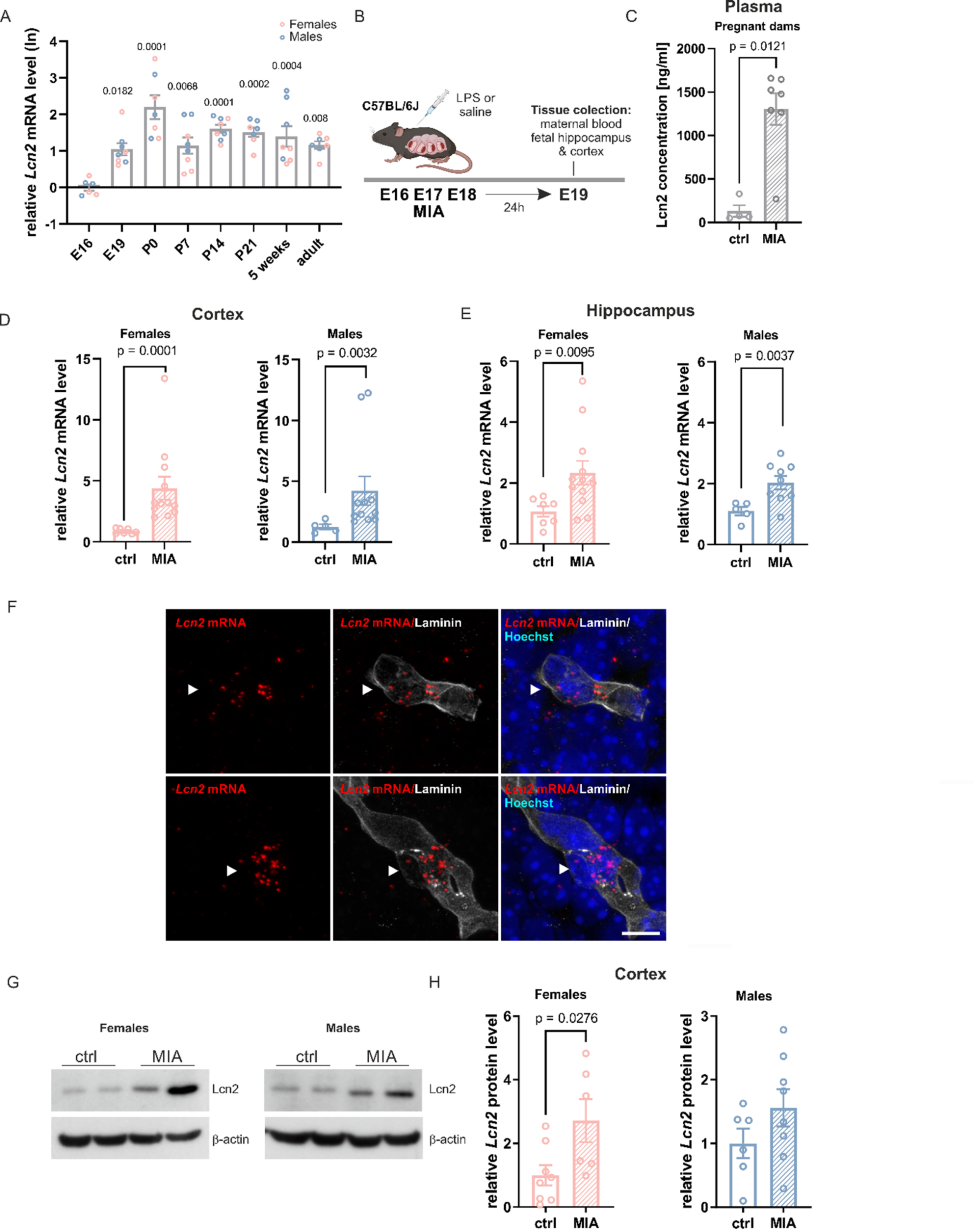
Lipocalin-2 is upregulated in the offspring brain following maternal immune activation induced by LPS. **A** Lcn2 mRNA expression in the hippocampus during pre- and postnatal development in mice. E16 *n* = 6, E19 *n* = 8, P0 *n* = 7, P7 *n* = 8, P14 *n* = 8, P21 *n* = 7, 5 weeks *n* = 8, adulthood *n* = 7 (offspring sex is marked with colors). Data were log-transformed (Y = Ln(Y)) before analysis. One-way ANOVA (F (7, 51) = 8.517, *p* < 0.0001) and Tukey’s post hoc test. **B **Scheme of the experiment. LPS (40 µg/kg) was administered to pregnant C57BL/6J mice on embryonic days E16, E17, and E18. At E19, samples were collected for further analysis. **C** Lcn2 protein level in the plasma from pregnant dams at 24 h after the last LPS injection, measured by enzyme-linked immunosorbent assay (ELISA), ctrl *n* = 4, MIA *n* = 7, Mann-Whitney test analysis. **D**,** E ***Lcn2* mRNA expression levels in the cerebral cortex and hippocampus of female and male fetuses, measured 24 h after the final injection of LPS or saline in pregnant dams, cortex females: ctrl *n* = 7, MIA *n* = 12; males: ctrl *n* = 5, MIA *n* = 11, hippocampus females: ctrl *n* = 7, MIA *n* = 12; males: ctrl *n* = 6, MIA *n* = 10, Mann-Whitney test analysis. **F** Example images of fluorescent *Lcn2* mRNA (RNAscope) and Laminin protein in the cortex at 24 h after MIA. **G** Representative immunoblot of Lcn2 protein in the cortex of female and male offspring 24 h after the last LPS injection. **H** Quantification of immunoblot for Lcn2 band intensity, females: ctrl *n* = 8, MIA *n* = 6; males: ctrl *n* = 6, MIA *n* = 8, Student’s t-test analysis. All data are presented as mean ± SEM, *n* = number of animals

To examine how maternal infections affect brain development and whether Lcn2 plays a role in this process, we employed the MIA model. In this approach, pregnant mice were administered bacterial endotoxin to mimic prenatal infection. Beginning on E16, C57BL/6J dams received daily intraperitoneal injections of LPS at a dosage of 40 µg/kg body weight or sterile saline for three consecutive days (Fig. 1B).

To confirm that a low, single dose of LPS (40 µg/kg) induces maternal immune activation, we measured IL-6, TNF-α, and Lcn2 protein levels in plasma from pregnant dams 4 h after injection (Supplementary Fig. 1B, C, D). A significant increase in IL-6 level (control vs. 4 h LPS *p* = 0.0016) and a tendency to increase TNF-α (control vs. 4 h LPS *p* = 0.0606) was observed. A single low dose of LPS also induced a significant increase in the level of Lcn2 protein in the plasma of pregnant dams (control vs. 4 h LPS *p* < 0.0043). Interestingly, repeated LPS injections (MIA model) reduced the expression of IL-6 and TNF-α cytokines, thereby compromising the intended inflammatory response (Supplementary Fig. 1E and F). In contrast, MIA significantly increased Lcn2 levels in the blood 24 h after the last LPS injection (ctrl vs. MIA, *p* = 0.0121, Fig. 1C).

To assess the MIA model’s impact on pregnancy progression, we tracked body weight gain in pregnant females. Pregnant dams were weighed every morning from the day preceding the first injection through the final injection day (E18). We calculated the percent weight gain based on the initial weight recorded on E15. A significant decrease in maternal weight gain was found after the first LPS injection compared to control females receiving saline (after the first dose – E17, ctrl vs. MIA: *p* = 0.0068; Supplementary Fig. 1G). This effect was temporary, as no significant difference was observed after the second injection (after the second dose – E18, ctrl vs. MIA). Additionally, LPS injections notably affected fetal survival, with nearly 50% of pregnancies in the LPS-treated group resulting in stillbirths (χ² test, ctrl vs. MIA: *p* = 0.0058; Supplementary Fig. 1H). There were no differences in the average litter size between groups (Supplementary Fig. 1I). Given that we demonstrated the presence of *Lcn2* mRNA in the developing hippocampus, we aimed to determine whether its expression is sensitive to maternal immune activation. To this end, RT-qPCR was performed using RNA isolated from the cortex and hippocampi of male and female fetuses collected from wild-type C57BL/6J dams 24 h after the final injection of either saline or LPS. Maternal immune activation resulted in a significant upregulation of *Lcn2* mRNA expression in both the cortex (Fig. 1D) and hippocampus (Fig. 1E) of fetuses of both sexes compared to controls (cortex: females, *p* < 0.0001, males, *p* = 0.0032; hippocampus: females, *p* = 0.0095, males, *p* = 0.0037). Notably, the average increase in *Lcn2* mRNA expression was greater in the cortex (females: control 0.87 ± 0.08 vs. MIA 4.39 ± 0.93; males: control 1.26 ± 0.20 vs. MIA 4.22 ± 1.18) than in the hippocampus (females: control 1.07 ± 0.17 vs. MIA 2.34 ± 0.39; males: control 1.09 ± 0.14 vs. MIA 2.03 ± 0.22). To identify the cellular origin of *Lcn2* mRNA, we performed combined RNA fluorescence in situ hybridization with immunofluorescence (RNA-FISH) to co-label *Lcn2* mRNA with different cell markers, including GFAP^+^ astrocytes, NSE^+^ neurons, IBA1^+^ microglia, and Laminin^+^ blood vessels (Fig. 1F and Supplementary Fig. 2A). RNA-FISH revealed that *Lcn2* mRNA is primarily localized to laminin-positive blood vessels after MIA. To confirm this result, we used transgenic animals expressing the Ngal-Luc2/mC reporter, which accurately recapitulate endogenous *Lcn2* mRNA localization [37]. Immunostaining for mCherry revealed a pattern consistent with in situ hybridization, with signal detected in laminin-positive vessels (Supplementary Fig. 2B).

To determine whether Lcn2 was upregulated at the protein level, we performed Western blot analysis on brain samples isolated from fetuses of both sexes. We showed a statistically significant upregulation of Lcn2 protein levels in the female cortex 24 h after the last LPS injection (Fig. 1G, H; *p* = 0.0276). Although a similar increase was observed in males, this result did not reach statistical significance.

### Characterization of MIA responses in Lcn2 heterozygous pregnant females

To assess the potential role of Lcn2 in MIA-induced behavioral changes, we used transgenic animals. Pregnant Lcn2 heterozygous (Lcn2 Het) females received daily intraperitoneal injections of LPS (40 µg/kg) or saline from E16 to E18. Using heterozygous Lcn2 females allowed us to control for maternal genotype-dependent effects on offspring molecular and behavioural outcomes. To assess the potential impact of maternal genotype on the response to LPS, we analyzed cytokine levels in pregnant Lcn2 Het dams. We confirmed that a single dose of LPS increased IL-6 (control vs. 4 h LPS *p* = 0.0114) and TNF-α (control vs. 4 h LPS *p* = 0.0114) levels in maternal plasma at 4 h after injection (Supplementary Fig. 3B, C). No significant differences in cytokine levels were observed between C57BL/6J and Lcn2 Het pregnant dams following a single dose of LPS (Supplementary Fig. 3D, E). To determine how MIA influences pregnancy progression in Lcn2 heterozygotes, we analyzed body weight changes in pregnant females administered either saline or LPS injections. MIA induced by LPS resulted in a significant decrease in maternal weight gain after both the first and second injections compared to the saline-treated controls (E17, control vs. MIA: *p* < 0.0001; E18, control vs. MIA: *p* < 0.0001; Supplementary Fig. 3F). LPS exposure also significantly affected fetal viability, with approximately 50% of pregnancies in the MIA group ending in stillbirths (χ² test, control vs. MIA: *p* = 0.0002; Supplementary Fig. 3G). There were no differences in the average litter size between groups (Supplementary Fig. 3H).

To confirm that Lcn2 expression is regulated by MIA in Lcn2 Het dams, RT-qPCR was performed using RNA isolated from the cortex of male and female fetuses collected 24 h after the final injection of either saline or LPS. Maternal immune activation resulted in a significant upregulation of *Lcn2* mRNA expression in the cortex (Fig. 2B) of fetuses of both sexes as compared to controls (cortex: females, *p* = 0.0043; males, *p* = 0.0286). To determine whether Lcn2 levels are persistently elevated following MIA, we analyzed *Lcn2* mRNA levels in the adult brain. Interestingly, MIA did not cause a long-term elevation of Lcn2 expression in either the cortex or the hippocampus of adult males or females (Fig. 2C, D). This temporal pattern suggests that Lcn2 primarily shapes early brain development after immune activation, rather than maintaining chronic inflammation.

**Fig. 2:**
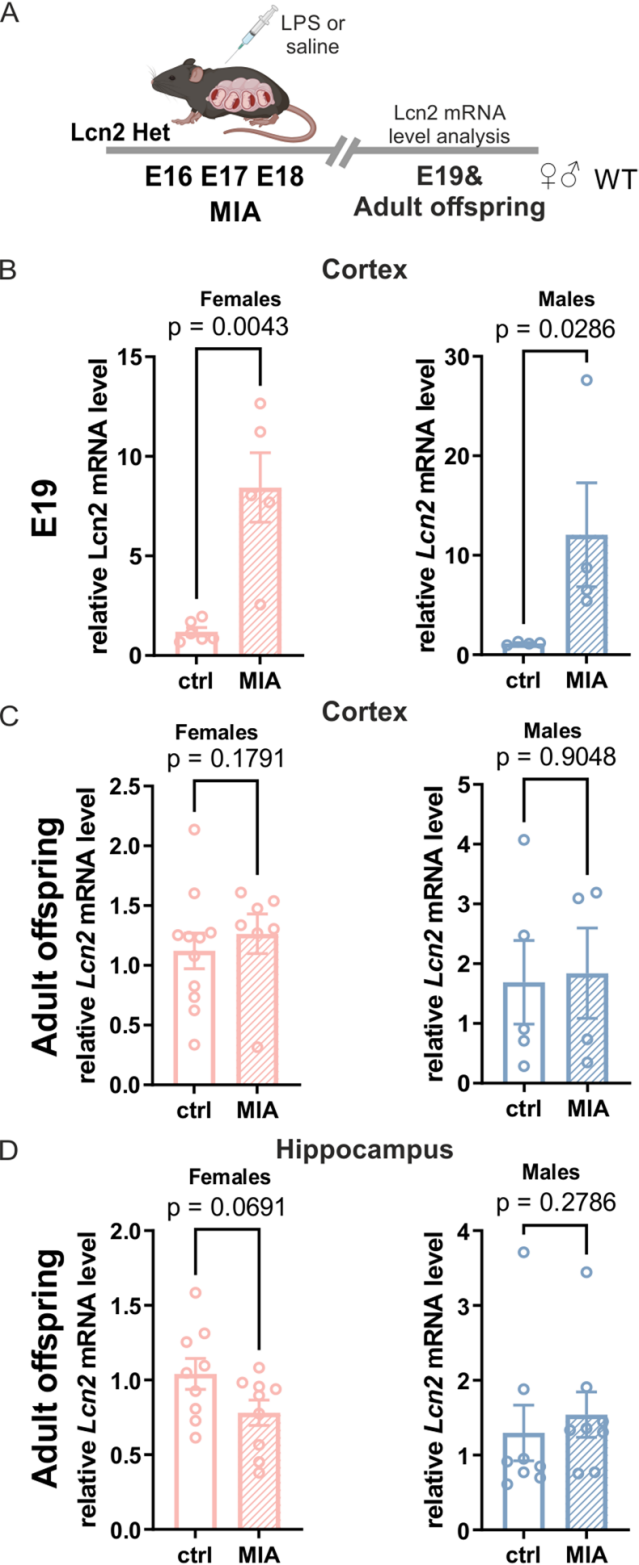
*Lcn2* is upregulated in fetal but not adult brain following MIA. **A** Scheme of the experiment. LPS (40 µg/kg) was administered to pregnant *Lcn2 *Het mice on embryonic days E16, E17, and E18. At E19 and in adulthood, samples were collected for further analysis. **B ***Lcn2 *mRNA expression levels in the cerebral cortex of female and male fetuses, measured 24 h after the final injection of LPS or saline in pregnant dams, cortex females: ctrl *n *= 6, MIA *n *= 5; males: ctrl *n *= 4, MIA *n *= 4, Mann-Whitney test analysis. **C**, **D** Adult cortical and hippocampal *Lcn2 *mRNA expression in female and male offspring following MIA at E16–18; cortex females: ctrl *n *= 11, MIA *n *= 6; males: ctrl *n *= 5, MIA *n *= 4, hippocampus females: ctrl *n* = 9, MIA *n *= 9; males: ctrl *n *= 8, MIA *n *= 8, t test or Mann-Whitney test analysis. All data are presented as mean ± SEM, *n *= number of animals

### Lcn2 deletion mimics behavioral deficits induced by MIA

After establishing a validated model of MIA characterized by the upregulation of Lcn2 levels in the fetal brain, we examined how maternal infection affects offspring behavior. After weaning, the offspring from various litters were housed together based on treatment, genotype, and sex. Adult Lcn2 KO and wild-type (WT) offspring of both sexes were later evaluated for behaviors associated with NDDs, including social interaction, repetitive behavior, and cognitive function. To assess spontaneous and stimulus-driven social behaviors, we used Eco-HAB^®^, an automated RFID-based system that continuously monitors social behavior in group-housed mice living under seminaturalistic conditions [40, 41]. Behavioral assessments were conducted in adult mice. Eco-HAB^®^ consists of four chambers connected by tube-like corridors; two chambers provide access to food and water, while the other two are equipped with transparent, perforated separators that allow for the presentation of olfactory stimuli without direct physical contact (Fig. 3B). Following a two-day habituation period, when the social structure is variable and still being established [50], social interactions among all pairs of mice were monitored from days 3 to 5 (Fig. 3C). We quantified the in-cohort sociability parameter, which reflects the time mice voluntarily spent with other group members. We found that MIA significantly reduced social interactions in WT offspring of both sexes (Fig. 3D, E, F, G, Supplementary Fig. 4A, E). Notably, deletion of the *Lcn2* gene in saline-treated mice led to a similar decrease in social behaviour, both male and female KO mice exhibited reduced in-cohort sociability compared to WT controls (Fig. 3D, E, F, G, Supplementary Fig. 4B, F). Interestingly, MIA did not exacerbate this deficit in Lcn2 KO mice (Fig. 3D, E, F, G, Supplementary Fig. 4D, H). We also evaluated the approach to social odor, specifically, the preference for novel social cues. This parameter was quantified as the proportion of time spent investigating social (bedding from unfamiliar mice) versus non-social (clean bedding) odors presented behind the perforated separators in the opposing Eco-HAB^®^ compartments on day 6 of the experiment in comparison to the same proportion calculated during a control period, 24 h prior. In WT females, prenatal LPS exposure decreased interest in the social stimulus compared to vehicle-treated controls (WT ctrl vs. WT MIA: *p* = 0.0387, Fig. 3H). A similar trend was noted in males; however, it did not reach statistical significance (*p* = 0.25). Conversely, deletion of the Lcn2 gene diminished social odor preference only in vehicle-treated males (WT ctrl vs. KO control: *p* = 0.0052, Fig. 3I).

**Fig. 3:**
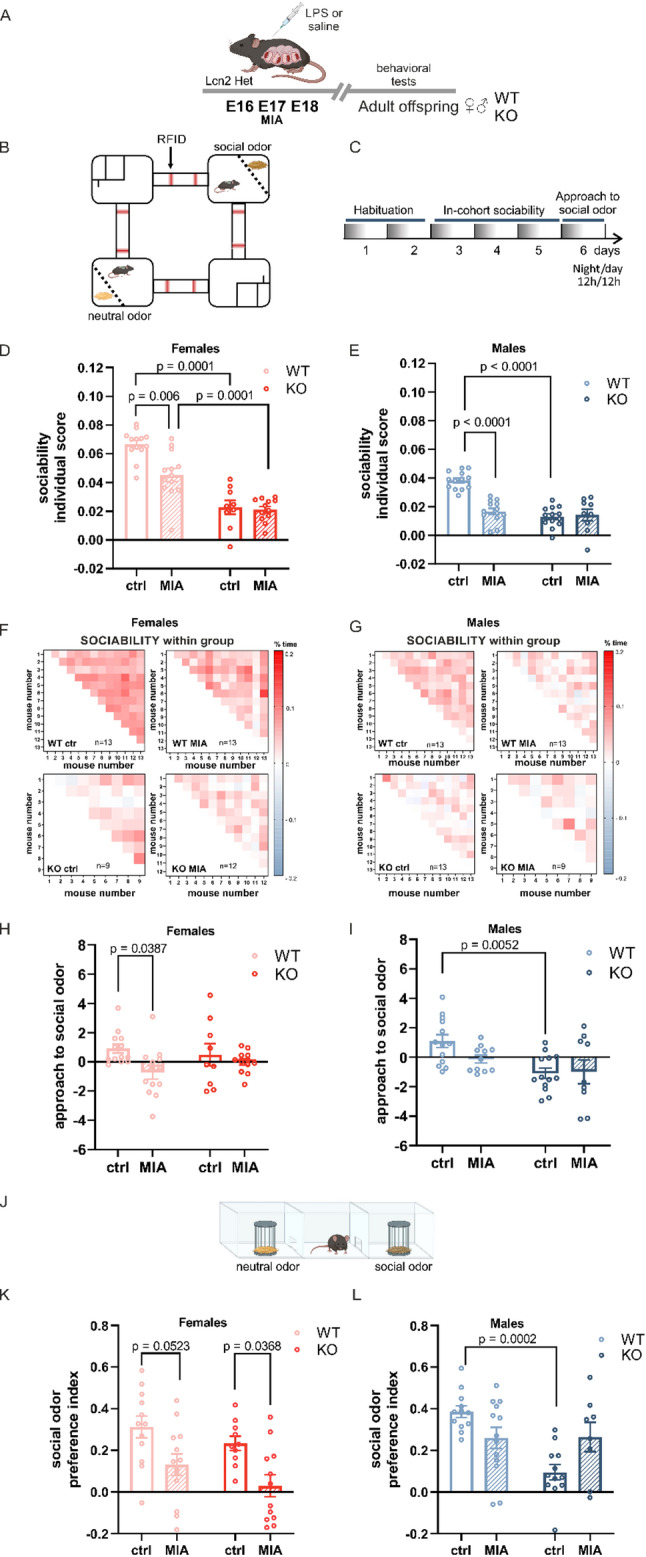
Both maternal immune activation and Lcn2 deletion alter sociability.** A **Scheme of the experiment. LPS was administered to pregnant Lcn2 Het mice on embryonic days E16, E17, and E18. **B** Scheme of the Eco-HAB^®^ apparatus. **C** Timeline of the experiment in the Eco-HAB^®^ system. **D**,** E** Individual score of sociability of females (**D**) and males (**E**) presented as mean value for a given mouse in a group. **D** Two-way ANOVA effects of procedure: F (1,43) = 9.429, *p* = 0.0037, genotype: F (1,43) = 82.52, *p* < 0.0001, and interaction: F (1,43) = 6.795, *p* = 0.0125, followed by Tukey’s post hoc test. **E** Two-way ANOVA effects of procedure: F (1,44) = 18.05, *p* = 0.0001); genotype: F (1,44) = 34.34, *p* < 0.0001; interaction: F (1,44) = 23.09, *p* < 0.0001), followed by Tukey’s post hoc test. **F**,** G** Data from sociability presented as a matrix, where each square represents the time each pair of mice voluntarily spent together. Color intensity corresponds to the strength of their interaction, as indicated by the provided scale. Values from 0 to + 0.2 represent positive social behavior. Values from 0 to -0.2 indicate relative avoidance between that pair. **H**,** I** Approach to social odor of female (**H**) and male (**I**) mice. **H** Two-way ANOVA effect of procedure: F (1, 43) = 5.782; *p* = 0.0206), genotype: F (1, 43) = 5.782; *p* = 0.0206, and interaction: F (1, 43) = 1.666; *p* = 0.2036), followed by Tukey’s post hoc test. **I** Two-way ANOVA effect of procedure: F (1, 43) = 0.3486; *p* = 0.5580, genotype: F (1, 43) = 11.43, *p* = 0.0015, and interaction: F (1, 43) = 0.6216; *p* = 0.4348, followed by Tukey’s post hoc test. Females WT ctrl *n* = 13, WT MIA *n* = 13, KO ctrl *n* = 9, KO MIA *n* = 12; males WT ctrl *n* = 13, WT MIA *n* = 13, KO ctrl *n* = 13, KO MIA *n* = 9. Due to the non-normal distribution of the data, a logarithmic transformation (Y = Ln[Y]) was applied. Data are presented as mean ± SEM. **J** Scheme of the three-chamber social approach task. **K**,** L** Social odor preference index in females (**K**) and males (**L**). **K** Two-way ANOVA effect of procedure: F (1, 43) = 14.88; *p* = 0.0004, genotype: F (1, 43) = 3.273; *p* = 0.0774, and interaction: F (1, 43) = 0.05483, *p* = 0.8160 followed by Tukey’s post hoc test. **L** Two-way ANOVA effect of procedure: F (1, 41) = 0.2154, *p* = 0.6450, genotype: F (1, 41) = 9.547; *p* = 0.0036, and interaction: F (1, 41) = 10.18; *p* = 0.0027, followed by Tukey’s post hoc test. Females: WT ctrl *n* = 12, WT MIA *n* = 13, KO ctrl *n* = 10, KO MIA *n* = 12; males: WT ctrl *n* = 12, WT MIA *n* = 13, KO ctrl *n* = 12, KO MIA *n* = 8. Data are presented as mean ± SEM, *n* = number of animals

To independently validate the findings of Eco-HAB^®^ using a classical and well-established method, we assessed social behavior in the three-chamber test (Fig. 3J). This apparatus evaluates the preference for approaching social and non-social stimuli. To ensure consistency with the Eco-HAB^®^ paradigm, we used clean bedding as the control stimulus, while bedding from unfamiliar mice served as the social stimulus, which was presented under wire cups. We recorded the time the mouse spent interacting with each cup, and a social odor preference index was calculated. Consistent with the Eco-HAB^®^ results, both MIA and *Lcn2* gene deletion reduced the preference for social odor in a sex-dependent manner (Fig. 3K, L). In females, we observed a decreased interest in the social olfactory stimulus following prenatal LPS injections in wild-type mice, with the difference approaching statistical significance (WT ctrl vs. WT MIA: *p* = 0.0523; Fig. 3K). A similar effect of MIA was noted in female knockout mice (KO ctrl vs. KO MIA: *p* = 0.0368; Fig. 3K). In males, the three-chamber results aligned with those from the Eco-HAB^®^ test, demonstrating that social odor preference was reduced exclusively in control males lacking the *Lcn2* gene (WT ctrl vs. KO ctrl: *p* = 0.0002; Fig. 3L).

Next, we evaluated the impact of maternal immune activation and *Lcn2* gene deletion on repetitive behaviors, one of the hallmark features of ASD, by employing the marble-burying test (Fig. 4A). Mice naturally show digging and burying behaviors; however, an increase in these actions is often utilized as a measure for repetitive behavior [51, 52]. Both female and male control mice lacking the *Lcn2* gene buried significantly more marbles than their wild-type counterparts (WT ctrl vs. KO ctrl: females, *p* = 0.0107, Fig. 4B; males, *p* = 0.0002, Fig. 4C). Furthermore, in males, prenatal LPS exposure resulted in a higher number of buried marbles in wild-type offspring compared to controls (WT ctrl vs. WT MIA: *p* = 0.0048; Fig. 4C), while a similar trend was observed in females, although it did not reach statistical significance (*p* = 0.11; Fig. 4B).

**Fig. 4:**
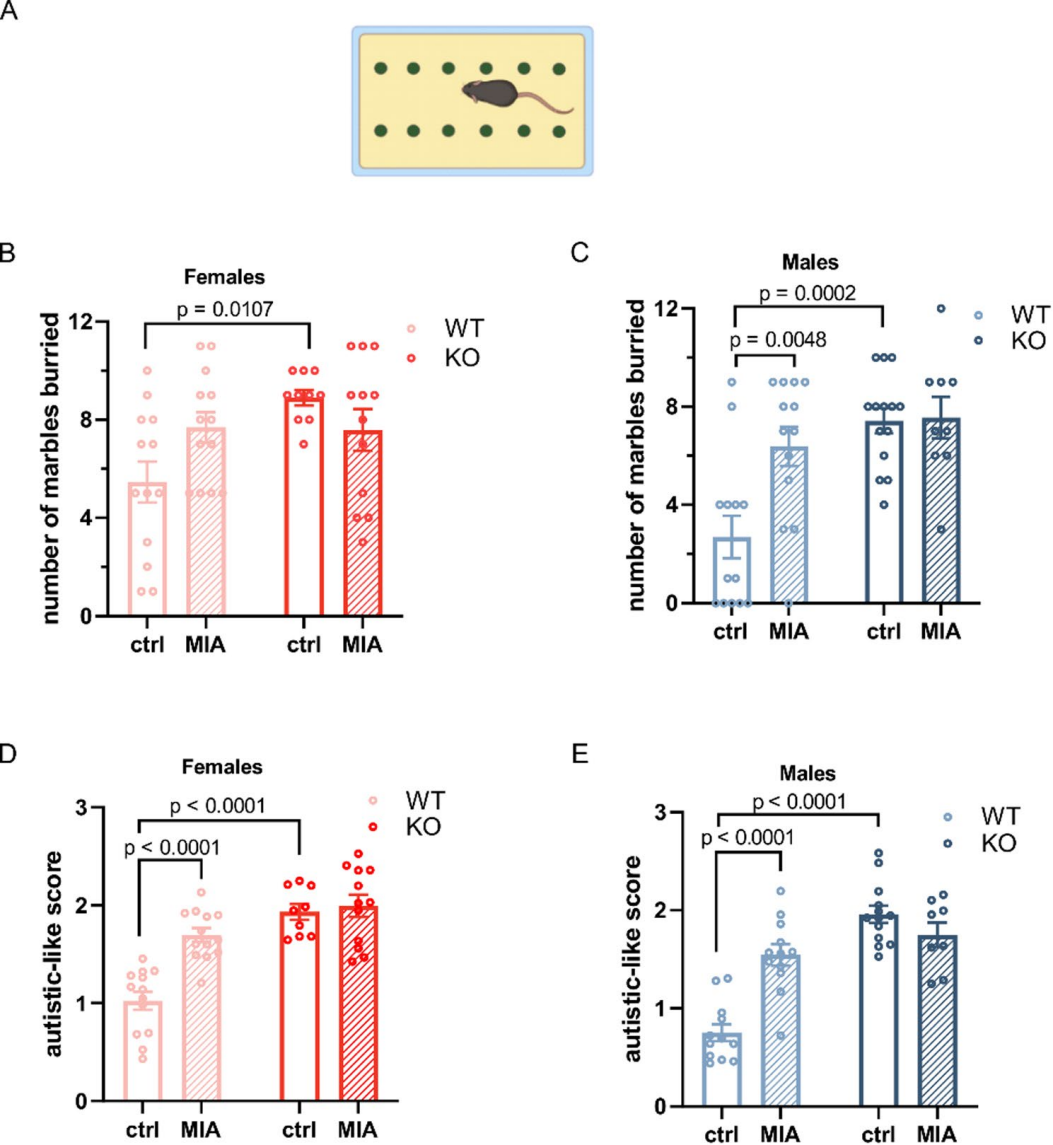
MIA does not exacerbate core autistic-like behaviors in Lcn2 KO mice. **A** Scheme of the marble burying test. **B**,** C** Number of buried marbles in females (**B**) and males (**C**). **B** Two-way ANOVA procedure: F (1, 44) = 0.3982; *p* = 0.5313, genotype: F (1, 44) = 5.283, *p* = 0.0263, and interaction: F (1, 44) = 5.997; *p* = 0,0184, followed by Tukey’s post hoc test. **C** Two-way ANOVA procedure: F (1, 45) = 6.185; *p* = 0.0167, genotype: F (1, 45) = 14.80; *p* = 0.0004, interaction: F (1, 45) = 5.390; *p* = 0.0248, followed by Tukey’s post hoc test. Females: WT ctrl *n* = 13, WT MIA *n* = 13, KO ctrl *n* = 10, KO MIA *n* = 12; males: WT ctrl *n* = 13, WT MIA *n* = 13, KO ctrl *n* = 14, KO MIA *n* = 9. Data are presented as mean ± SEM. **D**,** E** Autistic score: analyzed core symptoms of ASD in females (**D**) and males (**E**). **D** Two-way ANOVA genotype: F (1, 43) = 41.96; *p* < 0.0001, procedure: F (1, 43) = 15.54; *p* = 0.0003, and interaction: F (1, 43) = 10.8; *p* = 0.0020, followed by Tukey’s post hoc test. **E** Two-way ANOVA: genotype: F (1, 41) = 47.73; *p* < 0.0001, procedure: F (1, 41) = 8.257; *p* = 0.0064, and interaction: F (1, 41) = 24.02; *p* < 0.0001, followed by Tukey’s post hoc test. Females: WT ctrl *n* = 13, WT MIA *n* = 13, KO ctrl *n* = 9, KO MIA *n* = 12; males: WT ctrl *n* = 12, WT MIA *n* = 12, KO ctrl *n* = 13, KO MIA *n* = 8. Data are presented as mean ± SEM, *n* = number of animals

To capture the severity of the core traits associated with autism, specifically, reduced social interaction, a lower tendency for social stimuli, and increased repetitive behavior, we developed a composite behavioral score (from [42] with modification). This method demonstrated a significant increase in autism-related behaviors in WT mice subjected to MIA and in saline-treated Lcn2 KO mice of both sexes, compared to WT control offspring (Fig. 4D, E). Notably, the combination of *Lcn2* gene deletion and prenatal immune activation did not exacerbate the behavioral phenotype. KO MIA mice exhibited similar autistic scores to both WT MIA and KO control groups (Fig. 4D, E), indicating no additive effect. This result suggests that maternal immune activation and Lcn2 deficiency may influence overlapping or converging neurodevelopmental pathways.

### Reward-motivated learning remains unchanged following Lcn2 deletion or maternal immune activation

Cognitive impairments are a common feature of many NDDs and can be assessed through learning and memory performance [53]. To examine whether Lcn2 gene deletion and maternal immune activation influence cognitive abilities, we employed a reward-motivated learning paradigm using the IntelliCage system. This automated behavioral platform allows for continuous monitoring of voluntary activity in a home-cage-like environment. In this task, mice were trained to discriminate between two drinking bottles in a designated cage corner. One bottle dispensed plain water, while the other provided a palatable sucrose solution as a positive reinforcement. The experimental design is illustrated in Fig. 5A.

**Fig. 5:**
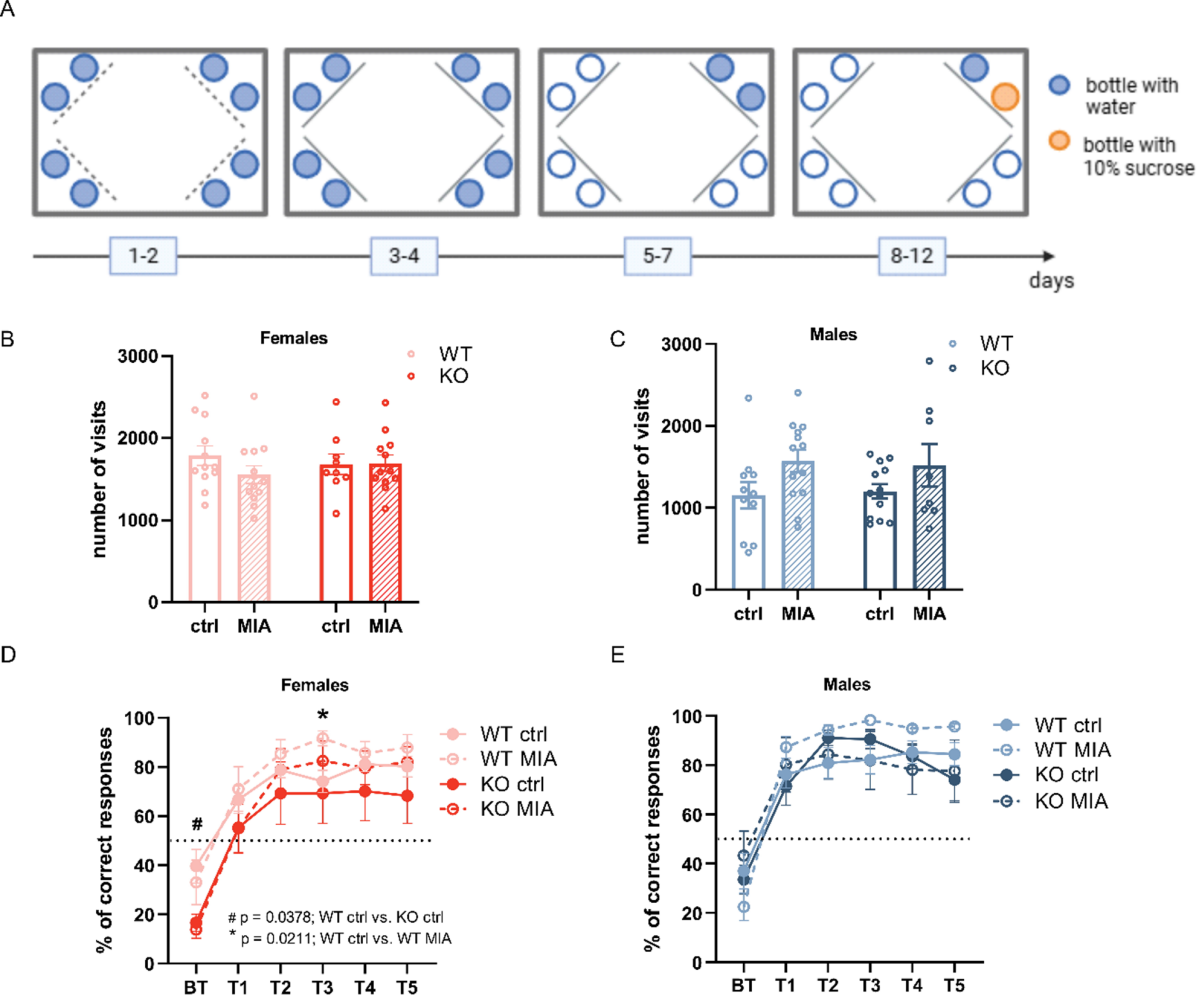
Maternal immune activation and *Lcn2* deletion do not affect appetitive learning in the IntelliCage system. **A** Timeline of the experiment in the IntelliCage. **B**, **C** Activity of females (**B**) and males (**C**) presented as the number of visits to all corners during the experiment. **B **Two-way ANOVA: procedure: F (1, 42) = 0.9213; *p* = 0.3426, genotype F (1, 42) = 0.02222; *p* = 0.8822; and interaction: F (1, 42) = 1.136; *p* = 0.2925; **C** Two-way ANOVA: procedure: F (1, 41) = 5.680; *p* = 0.0219, genotype: F (1, 41) = 0.0001650; *p* = 0.9898; and interaction: F (1, 41) = 0.1022; *p* = 0.7508, followed by Tukey’s post hoc test. **D**, **E** Appetitive learning in females (**D**) and males (**E**) is shown as the percentage of correct responses, defined as visits in which the first nose poke was directed at the door leading to the bottle containing the sugar solution, relative to the total number of visits to that corner in a given session. **D** Three-way ANOVA: session: F (2.448, 102.8) = 89.93; *p* < 0.0001, procedure: F (1, 42) = 1.132, *p* = 0.2935), genotype: F (1, 42) = 3.444, *p* = 0.0705, interaction session x procedure: F (5, 210) = 2.388, *p* = 0.0392, session x genotype: F (5, 210) = 1.417, *p* = 0.2193, procedure x genotype: F (1, 42) = 0.01461, *p* = 0.9044, and session x procedure x genotype: F (5, 210) = 0.2746; *p* = 0.9267 with Tukey’s post hoc: BT: WT ctrl vs. KO ctrl *p* = 0.0378, T3: WT ctrl vs. WT MIA, *p* = 0.0211. **E** Three-way ANOVA: session: F (2,567, 105,2) = 88.58; *p* < 0.0001, procedure: F (1, 41) = 0.6988; *p* = 0.4080, genotype F (1, 41) = 0.7310; *p* = 0.3975, session x procedure: F (5, 205) = 0.9221; *p* = 0.4676, session x genotype: F (5, 205) = 3.163; *p* = 0.0090, procedure x genotype: F (1, 41) = 0.6314; *p* = 0.4314, and session x procedure x genotype: F (5, 205) = 3.925, *p* = 0.0020 followed by Tukey’s post hoc. PT - visits from the three days preceding the appetitive training, when water bottles were present in the corners; T1-T5 - visits from consecutive days of the training sessions. Females - WT ctrl *n* = 12, WT MIA *n* = 13, KO ctrl *n* = 9, KO MIA *n* = 12; males - WT ctrl *n* = 11, WT MIA *n* = 13, KO ctrl *n* = 13, KO MIA *n* = 8. Data are presented as mean ± SEM, *n* = number of animals

Throughout the experiment, we evaluated several behavioral parameters, including general activity, learning of bottle discrimination, and sucrose preference (Fig. 5 and Supplementary Fig. 5). We assessed animal activity by quantifying the total number of corner visits across all experimental phases. No significant differences in overall activity were noted between experimental groups for either female or male mice (Fig. 5B, C).

Appetitive learning was assessed by calculating the percentage of visits where the first nose poke was directed at the door leading to the sucrose-containing bottle [45]. This measure was analyzed across consecutive training sessions to evaluate the acquisition of a preference for the sweetened reward. Data from the three days preceding the appetitive training (before training, BT; averaged) and the five subsequent training sessions (T1-T5) are shown (Fig. 5D, E). All experimental groups of female and male mice exhibited a significant increase in the percentage of correct responses from the before-training phase to the final training session, indicating successful learning of the location of the sucrose-containing bottle (females: WT ctrl: BT vs. T5, *p* = 0.001; WT MIA: *p* = 0.0005; KO ctrl: *p* = 0.0056; KO MIA: *p* < 0.0001; males: WT ctrl - BT vs. T5: *p* = 0.0016, WT MIA - BT vs. T5: *p* < 0.0001, KO ctrl - BT vs. T5: *p* = 0.0334, KO MIA - BT vs. T5: *p* = 0.0430, significance levels are not shown in the figure). Neither the MIA nor the *Lcn2* gene deletion affected appetitively motivated learning in either males or females (Fig. 5D, E), except on training day T3 (T3 - WT ctrl vs. WT MIA: *p* = 0.0211; Fig. 5D). Additionally, KO females in the control group were less likely to initiate nose pokes toward the bottle that was later replaced with the sucrose solution (BT - WT ctrl vs. KO ctrl: *p* = 0.0378).

To confirm that a sucrose solution served as an appetitive stimulus for the tested mice, we assessed sweet water preference, calculated as the percentage of sucrose solution consumed, measured by lick count, relative to total fluid intake during each session. In females, no significant differences in sucrose consumption between experimental groups on any training day were found (Supplementary Fig. 5A). However, all female groups demonstrated a significant increase in sucrose intake compared to the before training phase, when only plain water was available (WT ctrl - BT vs. T5: *p* = 0.0003; WT MIA - BT vs. T5: *p* = 0.0009; KO ctrl - BT vs. T5: *p* = 0.0005; KO MIA - BT vs. T5: *p* < 0.0001; significance levels not marked in the figure).

Similarly, in males, no significant differences between groups on most training days were detected, except day 4, when KO MIA males consumed less sucrose solution than their WT MIA counterparts (T4 - WT MIA vs. KO MIA: *p* = 0.0435; Supplementary Fig. 5B). As observed in females, all-male groups exhibited significantly higher intake from the sucrose-containing bottle compared to the before training period with plain water (WT ctrl - BT vs. T5: *p* < 0.0001; WT MIA - BT vs. T5: *p* < 0.0001; KO ctrl - BT vs. T5: *p* = 0.049; KO MIA - BT vs. T5: *p* = 0.0379; significance levels not shown in the figure). Together, these results confirm that the sucrose solution was an appetitive stimulus for mice, as both sexes from all experimental groups consistently preferred the sweetened water.

### Lcn2 deficiency drive transcriptomic changes in brain development pathways similar to MIA

To explore the potential shared molecular mechanisms underlying maternal immune activation and Lcn2 knockout effects on brain function, we analyzed pro-inflammatory cytokine expression in the placenta and fetal forebrain following LPS-induced MIA in both WT and Lcn2 KO mice (Fig. 6). Maternal immune activation significantly altered *IL-6* (WT ctrl vs. WT MIA: *p* = 0.0064; KO ctrl vs. KO MIA: *p* < 0.0001), *TNF-α* (WT ctrl vs. WT MIA: *p* < 0.0001; KO ctrl vs. KO MIA: *p* = 0.0255), and *IL-1β* (WT ctrl vs. WT MIA: *p* < 0.0001; KO ctrl vs. KO MIA: *p* < 0.0001) expression in the placenta of both genotypes. No significant differences were observed between the WT MIA and Lcn2 KO MIA groups, suggesting broadly comparable placental inflammatory responses under these conditions. In contrast, inflammatory responses in the fetal brain were more limited, with *IL-1β* mRNA (WT ctrl vs. WT MIA: *p* = 0.0667; KO ctrl vs. KO MIA: *p* = 0.0457; Fig. 6G) being the primary cytokine showing alteration following LPS exposure. While IL-1β expression showed a trend toward an increase in the WT MIA group, this effect did not reach statistical significance. No statistically significant genotype-dependent differences were detected in any of the measured inflammatory markers.

**Fig. 6:**
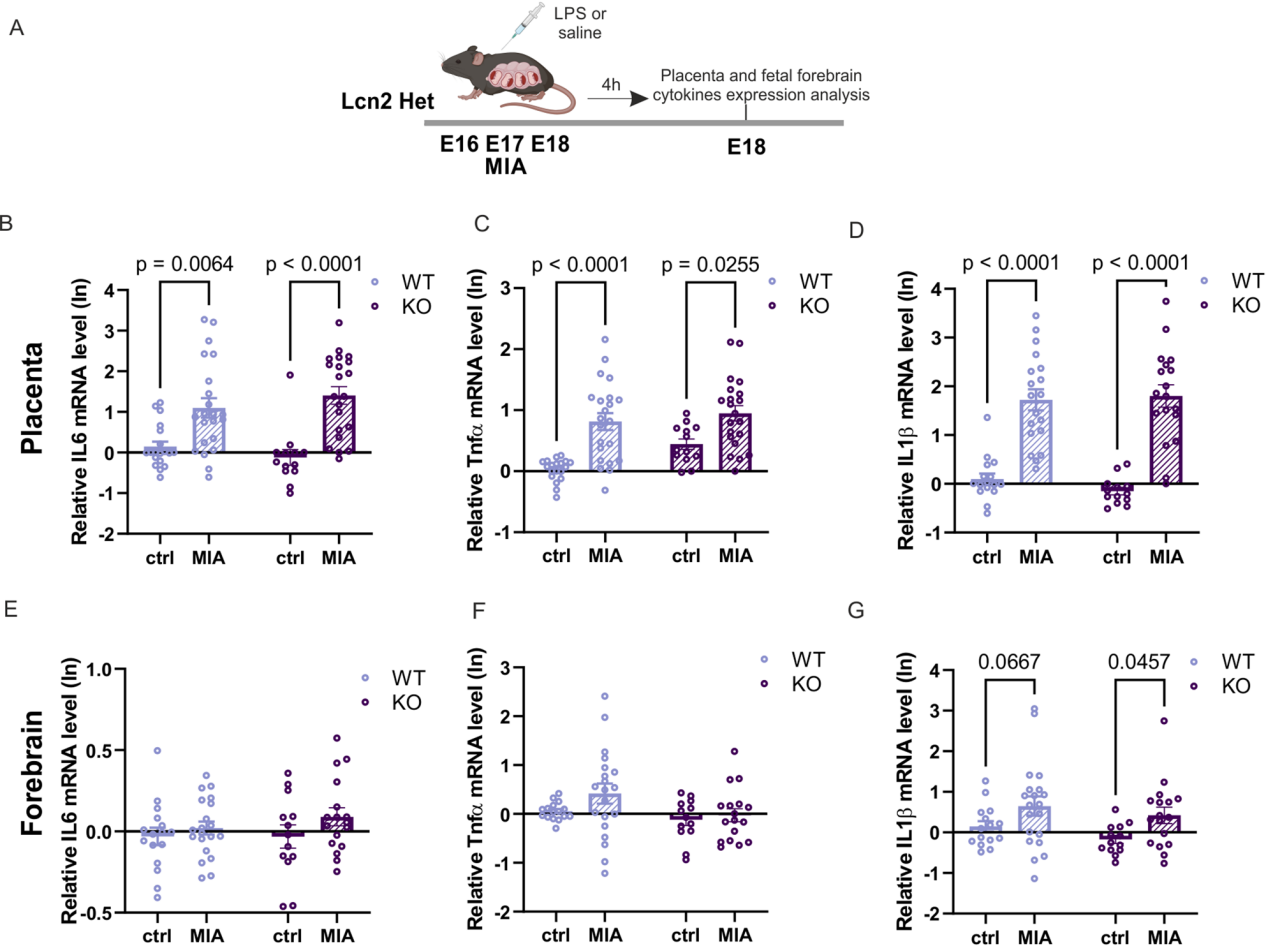
MIA induces proinflammatory cytokine expression in the placenta and fetal brain without detectable genotype-dependent differences. **A** Scheme of the experiment. LPS was administered to pregnant Lcn2 Het mice on embryonic days E16, E17, and E18. The placenta and fetal brain were collected 4 h after the final LPS injection. **B, C, D** mRNA expression of pro-inflammatory cytokines in the placenta. **B ***IL-6* mRNA level. Two-way ANOVA: procedure F (1, 71) = 34.13, *p* < 0.0001, genotype F (1, 71) = 0.009317, *p* = 0,9234, and interaction: F (1, 71) = 1,837, *p* = 0.1796. WT ctrl *n* = 19, WT MIA *n* = 22, KO ctrl *n* = 13, KO MIA *n* = 21. **C ***TNF-α* mRNA level: Two-way ANOVA: procedure F (1, 71) = 30.76, *p* < 0.0001, genotype F (1, 71) = 5.61, *p* = 0.0205, and interaction: F (1, 71) = 1,483, *p* = 0.2274. WT ctrl *n* = 19, WT MIA *n* = 22, KO ctrl *n* = 13, KO MIA n = 21. **D ***Il-1β* mRNA level. Two-way ANOVA: procedure F (1, 71) = 85.61, *p* < 0.0001, genotype F (1, 71) = 0.1380, *p* = 0.7114, and interaction: F (1, 71) = 0.5555, *p* = 0.4585. WT ctrl *n* = 19, WT MIA *n* = 22, KO ctrl *n* = 13, KO MIA n = 21. **E**, **F**, **G** mRNA expression of pro-inflammatory cytokines in fetal forebrain. **E ***IL-6* mRNA level. Two-way ANOVA: procedure F (1, 62) = 2.529, p = 0.1168, genotype F (1, 62) = 0.3958, *p* = 0.5316, and interaction F (1, 62) = 0.4106, *p* = 0.5240. WT ctrl *n* = 16, WT MIA *n* = 20, KO ctrl *n* = 13, KO MIA *n* = 17. **F ***TNF-α* mRNA level. Two-way ANOVA: procedure F (1, 62) = 2.203, *p* = 0.1428, genotype F (1, 62) = 4.056, *p* = 0.0484, and interaction F (1, 62) = 0.7794, *p* = 0.3807. WT ctrl *n* = 16, WT MIA *n* = 20, KO ctrl *n* = 13, KO MIA *n* = 17. **G ***Il-1β* mRNA level. Two-way ANOVA: procedure F (1, 61) = 7.649, *p* = 0.0075, genotype F (1, 61) = 1.920, *p* = 0.1709, and interaction F (1, 61) = 0.05133, *p* = 0.8215. WT ctrl *n* = 16, WT MIA *n* = 20, KO ctrl *n* = 13, KO MIA *n* = 17. On all graphs, the data were log-transformed (Y = ln(Y)). Data are presented as mean ± SEM, *n* = number of animals (males and females)

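The RNA-seq data covered 18 libraries of fetal forebrain tissue collected on embryonic day 18. Of these, 6 came from WT fetuses of saline-injected dams (WT ctrl), 6 from WT fetuses of dams injected with lipopolysaccharide (LPS), a bacterial cell wall component used to induce maternal immune activation (WT MIA), and 6 from fetuses labelled Lcn2 KO of saline-injected dams (KO ctrl). The dams received 3 injections, on embryonic days 16, 17 and 18, with LPS at 40 µg/kg, and tissue was taken 4 h after the last of them. The authors prepared strand-specific polyA libraries, trimmed the reads, aligned them to GRCm39 with STAR and counted them on Ensembl genes with featureCounts. The deposited values are on a log2 scale with a pseudocount of 1 and are named FPKM. With the logarithm undone and the pseudocount removed, 100% of the values in each library were whole multiples of a single step, as read counts divided by a size factor are, so they are called normalized counts here and whole reads were recovered from them. The recovered reads per library had a median of 30833918 in WT ctrl (26042313 to 36728883), 33144725 in KO ctrl (29861524 to 35018261) and 30087634 in WT MIA (29055601 to 39007905). The 26235 genes with a mean normalized count of at least 0.1, all but 2 of the table, were tested with limma, with an intensity trend, in a fit of all 3 groups. Each group was compared with WT ctrl, with Benjamini-Hochberg adjustment within the contrast. The litter of each fetus is not given, so the tests treat fetuses as independent and the p-values can be too small. Fold changes are on the log2(normalized count + 1) scale, which understates the change of genes with few reads.

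Lcn2 (ENSMUSG00000026822, chromosome 2 from 32274645 to 32278264, minus strand, GRCm39), the gene targeted in the KO strain, had 1, 2, 5, 2, 0 and 2 reads in WT ctrl replicates 1 to 6. In the libraries labelled KO ctrl it had 10, 9, 8, 12, 17 and 10 reads, and in WT MIA 5, 2, 5, 8, 3 and 6 reads. Its normalized count was 2.24 ± 2.13 (SD, n = 6) in WT ctrl and 10.7 ± 2.94 (SD, n = 6) in the libraries labelled KO ctrl, so the targeted gene was higher, not lower, in the libraries with the KO label. The log2 fold change was 2.06 (standard error 0.37, adjusted p = 0.0265 from limma), and all 6 libraries labelled KO ctrl lay above all 6 WT ctrl libraries (two-sided exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow). Which part of the gene the reads fell on was not analysed here. Counts this low are close to the floor of 3 reads, so the precision of this change is limited.

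**Figure D1:**
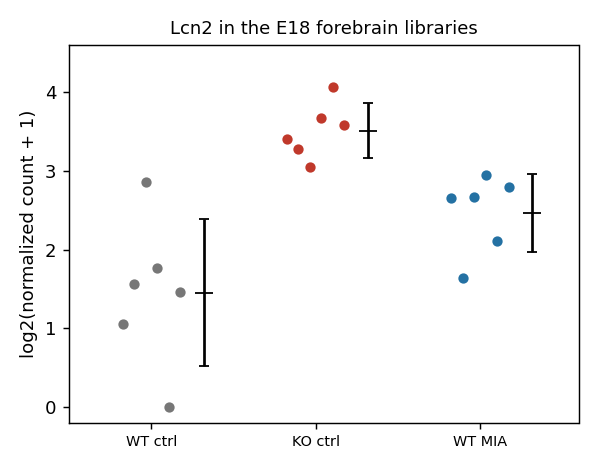
Lcn2 as log2(normalized count + 1) in each of the 18 fetal forebrain libraries by group, with the mean and SD of each group of 6 as bars. The libraries labelled KO ctrl lie above the WT ctrl libraries.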

To obtain an unbiased characterization of the transcriptional program induced by MIA, we performed bulk RNA sequencing (RNA-seq) four hours after the last LPS injection, using forebrain tissue from fetuses on gestational day E18. Data from both sexes were combined, as no major sex-specific differences were detected in MIA- or Lcn2 knockout-associated behavioral phenotypes. To define statistically significant changes in gene expression between MIA and control offspring, as well as WT and KO animals, a false discovery rate (FDR) threshold of < 0.05 was applied. 

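Between the 6 libraries labelled KO ctrl and the 6 WT ctrl libraries, 161 of 26235 genes had an adjusted p-value under 0.05, of which 76 were higher and 85 lower in the libraries labelled KO ctrl. Of these, 12 also changed over 2-fold (8 higher and 4 lower). At an unadjusted p under 0.05 there were 4286 genes (2091 higher and 2195 lower), against 1312 given by chance. The number of genes past the adjusted threshold depended on the variance model, the scaling, the use of a block and single libraries. It was 4 without the intensity trend and 14 with each library centred on its median. With the replicate number as a block it was 94, of which 3 changed over 2-fold. It was 981 when the WT MIA libraries were left out of the fit, and from 2 to 775 across the 18 fits that each left out a library. Since Lcn2 itself was higher in the libraries labelled KO ctrl, the directions given here follow the labels alone.

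The 3 higher genes with the smallest p-values were Trub2, Msmo1 and Mvd. Trub2 (ENSMUSG00000039826, chromosome 2 from 29650017 to 29678514), which lies 2.62 Mb before Lcn2, had a normalized count of 1177 ± 48.2 in the libraries labelled KO ctrl and 840 ± 39.5 in WT ctrl (SD, n = 6 each), a log2 fold change of 0.49 (standard error 0.043, limma adjusted p = 3.87e-06). Msmo1 (ENSMUSG00000031604, chromosome 8 from 65170603 to 65186830) rose from 1936 ± 69.6 to 2337 ± 103 normalized counts, a log2 fold change of 0.27 (standard error 0.041, limma adjusted p = 0.0123). The log2 fold change of Mvd (ENSMUSG00000006517, chromosome 8 from 123160336 to 123170324) was 0.35 (standard error 0.059, limma adjusted p = 0.0265). The 3 lower genes with the smallest p-values were Wdfy1, Zfhx4 and E130308A19Rik. Wdfy1 (ENSMUSG00000073643, chromosome 1 from 79679017 to 79753860) had a log2 fold change of -2.13 (standard error 0.27, limma adjusted p = 0.00132). Its normalized counts ran from 599 to 644 in the libraries labelled KO ctrl and from 1822 to 3331 in WT ctrl, but in WT MIA they ran from 619 to 2880, so the spread within a WT group was as wide as the difference. Zfhx4 (ENSMUSG00000025255, chromosome 3 from 5283586 to 5480917) fell by 0.42 on the log2 scale (standard error 0.071) and E130308A19Rik (ENSMUSG00000045071, chromosome 4 from 59626185 to 59761439) fell by 0.29 (standard error 0.051), both with a limma adjusted p of 0.0265. Across the 33 other fits run (12 alternatives, 18 that each left out a sample and 3 added after the data were seen), Trub2 and Wdfy1 had an adjusted p under 0.05 in all 33, Msmo1 in 30, Zfhx4 in 27, Mvd in 26 and E130308A19Rik in 25.

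**Figure D2:**
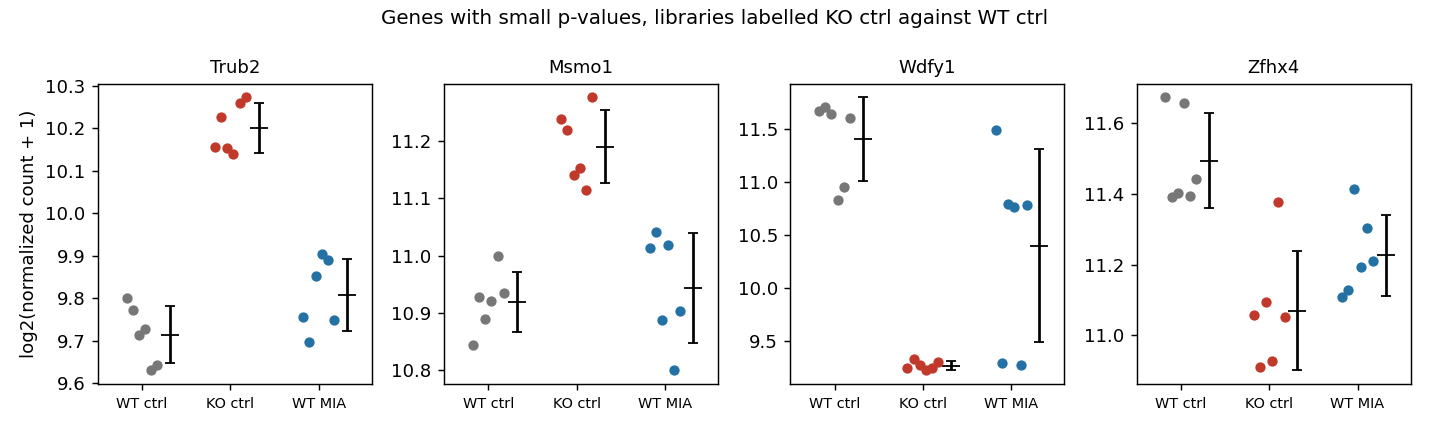
Log2(normalized count + 1) of Trub2, Msmo1, Wdfy1 and Zfhx4 in each of the 18 libraries by group, with the mean and SD of each group of 6 as bars. Wdfy1 spreads over separate levels in WT ctrl and WT MIA, while all libraries labelled KO ctrl lie near its lowest level.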

Using the |log₂ fold change criteria| >1 and FDR < 0.05, we observed widespread transcriptional alterations in Lcn2 KO animals (Fig. 7B), with 573 genes downregulated and 449 upregulated. In the forebrains of offspring from LPS-treated dams, 46 genes were downregulated, and 31 were upregulated (Fig. 7C). 

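Between the 6 WT MIA and the 6 WT ctrl libraries, 0 of 26235 genes had an adjusted p-value under 0.05. At an unadjusted p under 0.05 there were 2310 genes, 1056 higher and 1254 lower in WT MIA, where chance gives 1312. Of these, 258 changed over 2-fold. The smallest adjusted p was 0.0605 (limma), for Fndc3a (ENSMUSG00000033487, chromosome 14 from 72775385 to 72948238), whose normalized count was 2843 ± 114 (SD, n = 6) in WT MIA and 3234 ± 103 (SD, n = 6) in WT ctrl, a log2 fold change of -0.19 (standard error 0.031). All 6 WT MIA libraries lay below all 6 WT ctrl libraries for this gene (two-sided exact permutation test, p = 0.00216). With limma's robust variance estimate 7 genes passed the adjusted threshold, and across the 18 fits that each left out a library the count ran from 0 to 51 genes, the highest without WT MIA replicate 2. With the replicate number as a block the count was 0 genes, with 2277 at an unadjusted p under 0.05. The deviations of same-numbered libraries from their group means had a correlation of 0.035 across all tested genes and 0.146 across the genes with a mean normalized count of at least 10.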

Among these, *Lcn2* mRNA showed a 2.29-fold increase (*p* = 0.0356); however, this change did not remain statistically significant after correction for multiple comparisons. 

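The normalized count of Lcn2 in WT MIA was 4.79 ± 1.73 (SD, n = 6), resting on 2 to 8 reads per library, 2.14 times the mean of WT ctrl. On the log2 scale the change was 1.02 (standard error 0.37, unadjusted p = 0.0110 and adjusted p = 0.364 from limma), and a two-sided exact permutation test of the 12 libraries gave p = 0.0411. Across the 18 fits that each left out a library the log2 fold change ran from 0.73 to 1.30 and the adjusted p from 0.184 to 0.551.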

A complete list of upregulated and downregulated gene sets is provided in Supplementary Table 1.

**Fig. 7:**
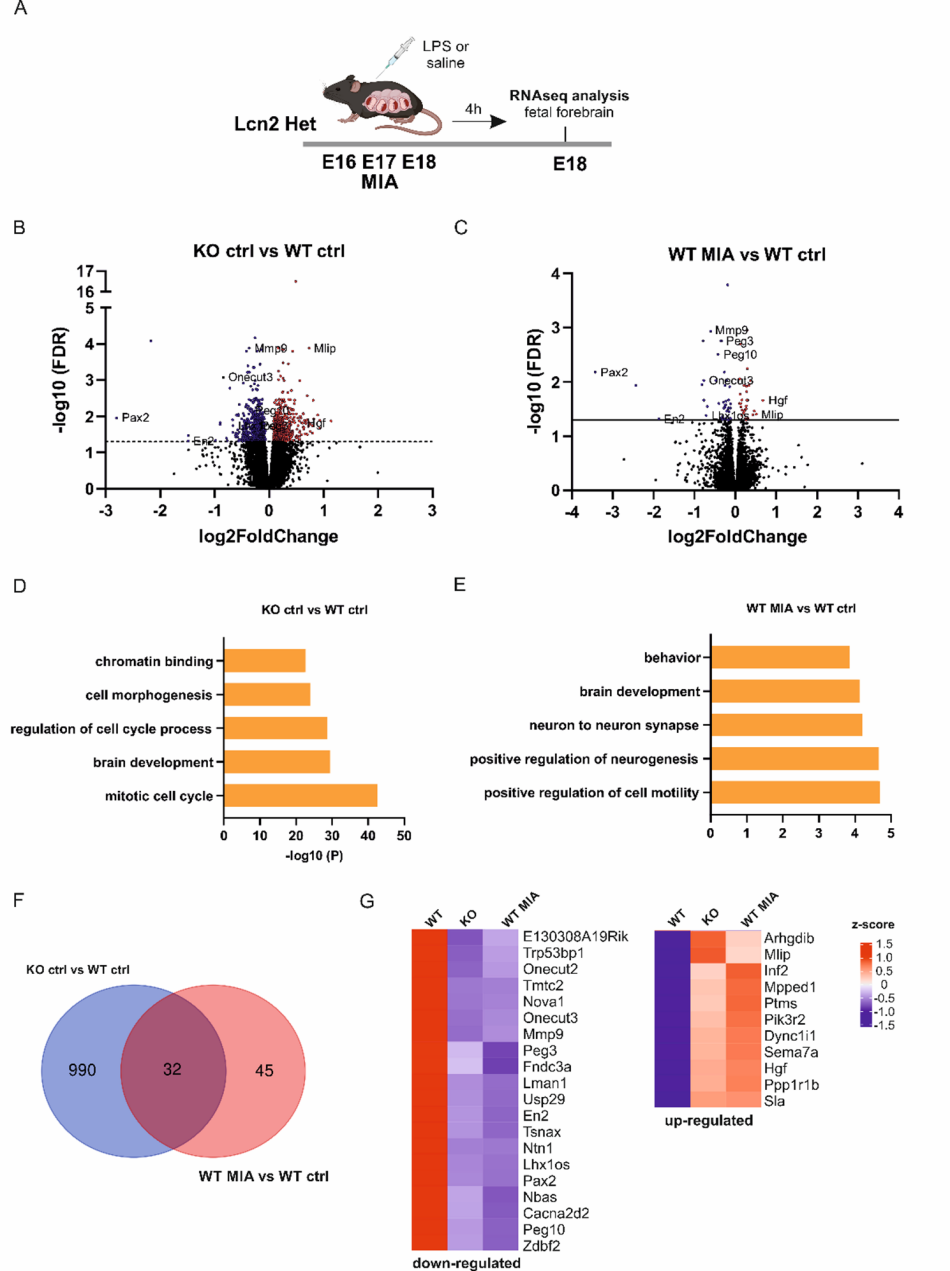
Convergent transcriptional signatures in Lcn2-knockout and MIA model. **A** Experimental timeline. Pregnant *Lcn2 *Het mice were injected with LPS or saline at E16, E17, and E18. 4 h after the last injection, the fetal forebrain was dissected for RNA-seq analysis. **B**,** C **A volcano plot illustrating DEGs in the forebrain of E18. The red dots represent significantly upregulated genes, the blue dots represent significantly downregulated genes (|log2 FC| ≥ 1 and FDR < 0.05), and the black dots represent insignificant differentially expressed genes. **B** DEGs in the forebrain of Lcn2 KO animals at E18. **C** DEGs in the forebrain of WT MIA at E18. **D**,** E **Gene ontology enrichment analysis using Metascape based on the genes deregulated (both up- and downregulated). A bar graph showing the top 5 clusters with the highest p-value. **F** A Venn diagram of unique and overlapping gene expression between Lcn2 KO and MIA groups. **G** The heat map of overlapping genes between Lcn2 KO and WT MIA. WT ctrl *n* = 6 (3 males, 3 females), KO ctrl *n* = 6 (3 males, 3 females), WT MIA *n* = 6 (3 males, 3 females)

The RNA-seq data were analyzed to identify differentially expressed genes (DEGs) between the groups and to assess the enrichment of Gene Ontology (GO) categories among these DEGs (Metascape). This analysis revealed significant enrichment in several GO categories, in DEGs in Lcn2 KO animals, and showed enrichment of ontologies associated with *brain development* (GO:0007420, 95/745 genes). 

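The brain development list of the KO contrast in Supplementary Table 2 has 95 genes, of which 70 could be read and 69 were measured here. In the libraries labelled KO ctrl, 55 of the 69 were lower than in WT ctrl and 14 higher. Of these, 9 genes had a limma adjusted p under 0.05 over all genes tested (7 lower and 2 higher) and 68 an unadjusted p under 0.05. Their median log2 fold change was -0.17, from -1.36 to 0.43. Of a list of 102 genes for the mitotic cell cycle, 70 could be read and 68 were measured. In the libraries labelled KO ctrl 57 of the 68 were lower and 11 higher, with 7 past the adjusted threshold. There were 68 at an unadjusted p under 0.05, and the median log2 fold change was -0.27. As both lists hold genes that the paper selected in these same libraries, their direction is no separate measurement. The enrichment itself was not recomputed, since the term sizes and the gene background were not used here.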

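In the WT MIA contrast, the 9 genes that Supplementary Table 3 lists under brain development, the 8 under behavior and the 7 under neuron to neuron synapse all had an unadjusted p under 0.05 from limma, and 0 of each list had an adjusted p under 0.05. Of the brain development genes 6 were lower and 3 higher in WT MIA, with log2 fold changes from -1.83 to 0.28. The behavior genes split into 4 lower and 4 higher, from -0.30 to 0.36. Of the synapse genes 5 were lower and 2 higher. The largest change among them was in Gpr50 (ENSMUSG00000056380, chromosome X from 70707272 to 70712863), which had 49.9 ± 10.9 normalized counts (SD, n = 6) in WT MIA and a log2 fold change of -0.78 (standard error 0.17, limma adjusted p = 0.110). Skor2 (ENSMUSG00000091519, chromosome 18 from 76944100 to 76988037) had 45.7 ± 65.4 normalized counts in WT ctrl and 8.50 ± 5.33 in WT MIA (SD, n = 6 each), a log2 fold change of -1.71 (standard error 0.51, limma adjusted p = 0.246). The spread of Skor2 in WT ctrl came from replicate 1, whose log2 value of 7.49 lay far above the others.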

In the DEGs in the MIA group, significant enrichment was also found in GO Biological Processes *brain development* (GO:0007420, 9/745 genes), *behavior* (GO:0007610, 8/634), and GO Cellular Components *neuron to neuron synapse* (GO:0098984, 7/414 genes; Supplementary Tables 2 and 3). Interestingly, stratification of RNA-seq data by sex did not substantially alter the gene ontology analysis, as similar biological themes related to brain or synapse development were affected in both males and females (Supplementary Fig. 6).

Next, we examined whether the transcriptomic changes exhibited shared expression patterns between MIA and Lcn2 KO animals. Although MIA induced relatively modest changes in gene expression, we found that 40% of the differentially expressed genes in the MIA group (31 out of 77) also showed altered expression in Lcn2 KO animals (Fig. 7G). 

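For the 31 genes in the heat map of Fig. 7G, the limma log2 fold change against WT ctrl had the direction shown there in 31 of 31 genes in the libraries labelled KO ctrl and in 31 of 31 in WT MIA. The 20 lower genes had a median log2 fold change of -0.26 in the libraries labelled KO ctrl (from -1.36 to -0.10) and of -0.28 in WT MIA (from -1.83 to -0.12). The 11 higher genes had a median of 0.23 (from 0.08 to 0.76) and of 0.31 (from 0.12 to 0.64). In each contrast 2 of the 31 genes changed over 2-fold. With adjustment over all genes tested, 8 of the 31 had an adjusted p under 0.05 in the libraries labelled KO ctrl and 0 in WT MIA, where their adjusted p ran from 0.0605 to 0.338. At an unadjusted p under 0.05 there were 30 and 31, and the same numbers passed when the adjustment covered the 31 genes alone, a list that was itself called on these libraries. The 2 groups did not overlap for 7 of the 31 genes in the libraries labelled KO ctrl and for 8 in WT MIA. Chance gives 0.216% of genes chosen without regard to these libraries. That rate is no reference for this list, since its genes were called on the same libraries. Among the genes past the adjusted threshold in the libraries labelled KO ctrl, Onecut3 (ENSMUSG00000045518, chromosome 10 from 80330669 to 80353110) fell by 0.81 (standard error 0.16, adjusted p = 0.0308 from limma) and fell by 0.75 in WT MIA (standard error 0.16, adjusted p = 0.0927). Usp29 (ENSMUSG00000051527, chromosome 7 from 6733577 to 6970218) fell by 0.24 (standard error 0.054, adjusted p = 0.0439 from limma) and fell by 0.27 in WT MIA (standard error 0.054, adjusted p = 0.0922).

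**Figure D3:**
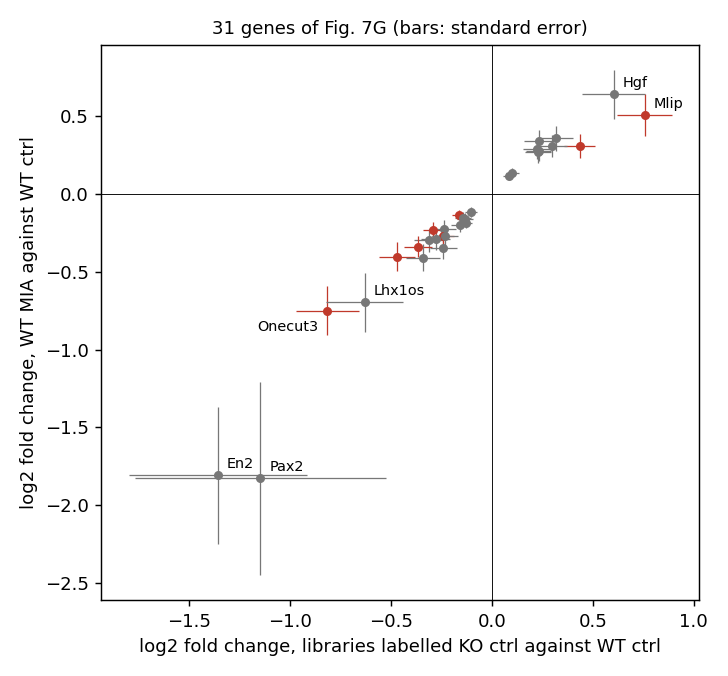
Log2 fold change of the 31 heat map genes in the libraries labelled KO ctrl (horizontal axis) and in WT MIA (vertical axis), each against the same 6 WT ctrl libraries, with standard errors as bars. Red points are the 8 genes with an adjusted p under 0.05 in the libraries labelled KO ctrl, and all 31 genes have the same sign on both axes.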

Thirty-one shared genes represented a 6.9-fold enrichment over random expectation (representation factor = 6.9, *p* < 7.41 × 10⁻^19^; *p* values of hypergeometric probability significance test). 

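With adjustment over all genes tested, 0 genes passed in both contrasts. At an unadjusted p under 0.05, 732 genes passed in both, of which 703 changed in the same direction, where 377 would be given by 2 independent lists, a ratio of 1.94. Across all 26235 genes the 2 sets of log2 fold changes had a Pearson r of 0.539, with genes that are not independent replicates. Both contrasts subtract the same 6 WT ctrl libraries. When 3 of these libraries were set against the libraries labelled KO ctrl and the other 3 against WT MIA, the median ratio of shared to chance genes over the 20 assignments was 1.23 (from 1.05 to 1.71), and the median r was 0.0491 (from -0.008 to 0.088). When the same 3 libraries were used in both contrasts, the median ratio was 2.87 (from 2.67 to 3.24) and the median r was 0.684 (from 0.635 to 0.731).

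**Figure D4:**
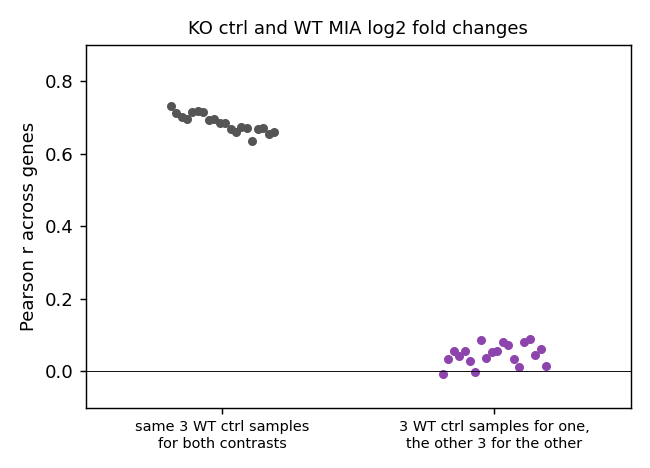
Pearson r across genes (vertical axis) of the log2 fold changes of the libraries labelled KO ctrl and of WT MIA, each point being 1 of the 20 assignments of 3 WT ctrl libraries to the contrasts. With the same 3 libraries in both, the points lie between 0.635 and 0.731, and with separate libraries between -0.008 and 0.088.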

Functional annotation of the overlapping genes was performed through manual analysis of published literature (PubMed search), focusing on neuronal relevance. 

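Of the 8 genes in Table 1, Pax2, En2, Mmp9, Cacna2d2 and Ntn1 were lower and Hgf, Sema7a and Ppp1r1b higher than in WT ctrl, both in the libraries labelled KO ctrl and in WT MIA. Pax2 (ENSMUSG00000004231, chromosome 19 from 44735057 to 44826703) had 112 ± 218 normalized counts (SD, n = 6) in WT ctrl, 16.0 ± 3.70 in the libraries labelled KO ctrl and 10.4 ± 5.05 in WT MIA. Its log2 fold change was -1.15 in the libraries labelled KO ctrl (standard error 0.62, limma adjusted p = 0.379) and -1.83 in WT MIA (standard error 0.62, limma adjusted p = 0.338). Without WT ctrl replicate 1, which had the highest value, these became -0.36 and -1.05. En2 (ENSMUSG00000039095, chromosome 5 from 28370689 to 28377195) had 100.4 ± 72.1 normalized counts (SD, n = 6) in WT ctrl, 35.7 ± 18.1 in the libraries labelled KO ctrl and 27.5 ± 16.3 in WT MIA, with log2 fold changes of -1.36 (limma adjusted p = 0.113) and -1.81 (limma adjusted p = 0.158). Across the 6 WT ctrl libraries, a mean of Pax2, En2, Onecut3 and Lhx1os rose with a mean of 25 midbrain and hindbrain marker genes (Pearson r = 0.935, exact permutation p = 0.00417). Mmp9 (ENSMUSG00000017737, chromosome 2 from 164780439 to 164797771) fell by 0.37 on the log2 scale (standard error 0.068, limma adjusted p = 0.0300) in the libraries labelled KO ctrl and fell by 0.34 (limma adjusted p = 0.0922) in WT MIA. Hgf (ENSMUSG00000028864, chromosome 5 from 16758041 to 16828178) had 43.2 ± 8.28 normalized counts (SD, n = 6) in WT ctrl, 65.5 ± 6.50 in the libraries labelled KO ctrl and 68.9 ± 17.8 in WT MIA, log2 fold changes of 0.60 (limma adjusted p = 0.0617) and 0.64 (limma adjusted p = 0.158). The other 4 genes had log2 fold changes between -0.29 and 0.36. Of the 8 genes, 1 passed the adjusted threshold in the libraries labelled KO ctrl and 0 in WT MIA, with 7 and 8 at an unadjusted p under 0.05. From what the literature reports on the function of such genes and their links with disorders, the paper proposes that loss of Lcn2 and MIA may meet in shared pathways of brain development. It also bases this proposal on the behavior of the mice, where the effects did not add up, and on the overlap of changed genes.

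**Figure D5:**
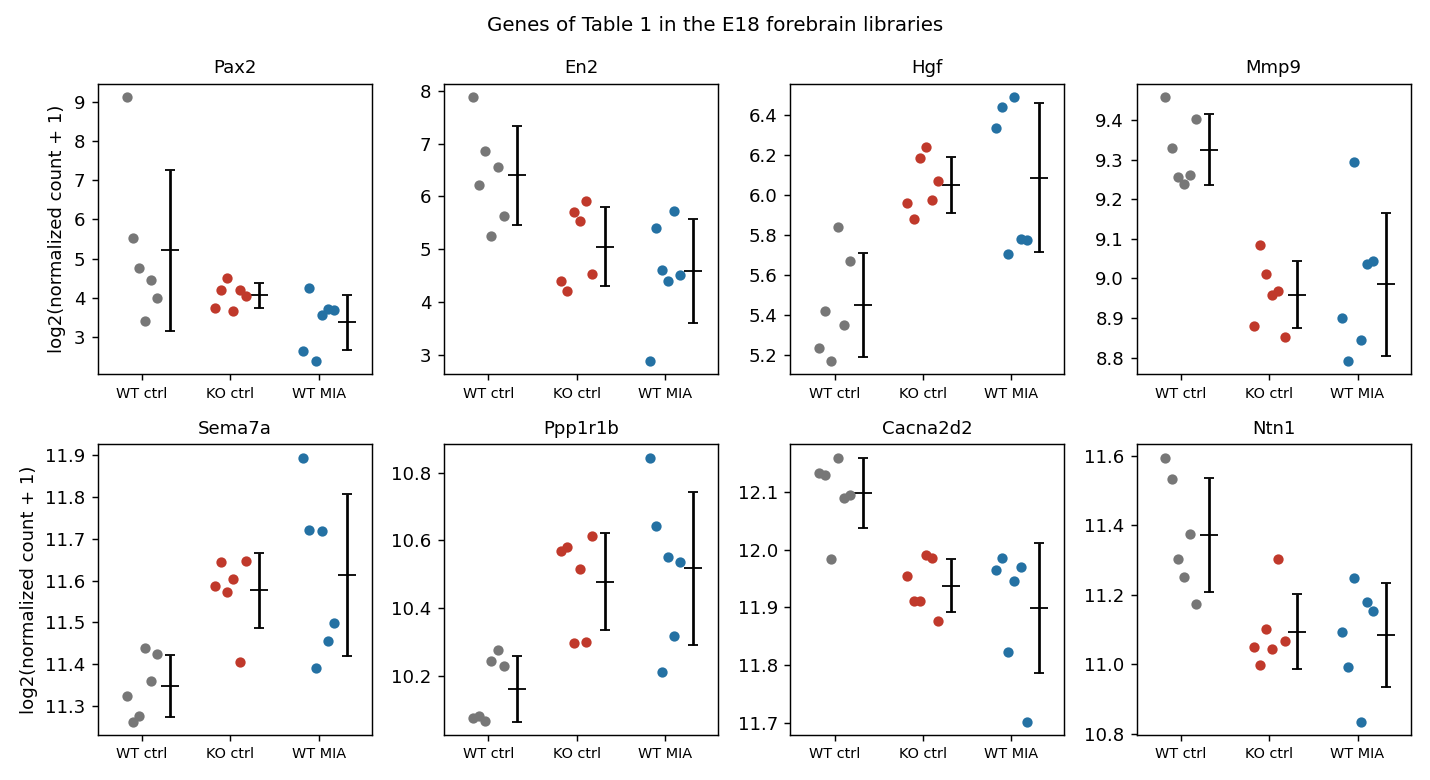
Log2(normalized count + 1) of the 8 genes of Table 1 in each of the 18 libraries by group, with the mean and SD of each group of 6 as bars. For Pax2, WT ctrl replicate 1 lies far above the other 5 WT ctrl libraries.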

Several genes within this set are known to be involved in brain development and have been implicated in neurodevelopmental disorders, suggesting that Lcn2 deficiency and MIA may converge on common molecular pathways essential for normal brain development (Table 1).

**Table 1:** Differentially expressed genes regulating brain development with a link to neurodevelopmental disorders in humans

GENE	Name	Function	Link with neurodevelopmental disorders	References
Pax2	Paired Box 2	transcription factor, present in the developing brain, regulates the differentiation of GABAergic neurons	autism spectrum disorder, intellectual disability, epilepsy	[54–56]
EN2	Engrailed homeobox 2	transcription factor, critical for brain development, regulates the number of GABAergic neurons	autism spectrum disorder	[57–62]
Hgf	Hepatocyte Growth Factor	growth factor, neurotrophic factor involved in synaptogenesis	autism spectrum disorder	[63–65]
Mmp9	Matrix metalloproteinase 9	metalloproteinase, regulates functional and structural plasticity	autism spectrum disorder, fragile X syndrome, schizophrenia	[66–72]
Sema7a	Semaphorin 7 A	is a key regulator of axon guidance, synapse formation	autism, developmental delay	[73, 74]
Ppp1r1b (DARPP-32)	Protein phosphatase 1 regulatory inhibitor subunit 1B	inhibitor of protein-phosphatase 1, plays a key role in neuronal signaling, particularly within dopamine pathways, regulates the number of GABAergic neurons	autism, schizophrenia	[75–77]
Cacna2d2	Alpha-2/delta-2 subunit of voltage-gated calcium channels	voltage-gated calcium channel, controls calcium-dependent signaling in neurons	epilepsy, schizophrenia	[78, 79]
Ntn1	Netrin-1	secreted protein, cue for axon guidance, promotes axonal branching, regulates the number and function of excitatory synapses	no direct link	[80–82]

## Discussion

This study strongly supports Lcn2 as a potent regulator of brain development. We demonstrate that Lcn2 is expressed in the brain during development and is upregulated following MIA, particularly in the hippocampus and neocortex. Behavioral analyses have revealed that Lcn2 deletion and MIA independently disrupt social behaviors and increase repetitive behaviors in offspring, without additive or synergistic effects, suggesting a potential occlusion of shared pathways. Notably, these behavioral alterations were selective, as cognitive performance in learning and memory tasks remained unaffected. Transcriptomic analysis of the fetal forebrain further supports this convergence, revealing a shared set of differentially expressed genes in both Lcn2-knockout and MIA-exposed fetal brains. These results suggest that even though increased Lcn2 expression following prenatal immune challenge does not appear to be the primary driver of behavioral disruptions in this model, Lcn2 likely plays an essential role in supporting neurodevelopment under physiological conditions.

While Lcn2 has been extensively studied in the context of adult brain pathologies, such as neuroinflammation and neurodegenerative processes [17, 19, 31, 36, 83, 84], its role during fetal brain development has remained largely unexplored. We demonstrate that Lcn2 expression in the mouse hippocampus is developmentally regulated, with mRNA levels detectable prenatally and peaking perinatally. Lcn2 expression has also been observed in the developing human brain [85] and in zebrafish embryos [24], indicating a potentially conserved role for this protein in neurodevelopment across species. Although no direct evidence for the role of Lcn2 in human neurodevelopmental disorders has been provided so far, it is important to note that either deletion or insertion identified within the 486.52–703.2 kb genomic region that encompasses the *Lcn2* gene in humans (according to the DECIPHER database; https://www.deciphergenomics.org/) has been found in patients with neurodevelopmental disorders’ symptoms including autism, global developmental delay, and intellectual disability.

Previous studies have shown that *Lcn2* expression increases in the adult mouse brain following systemic LPS administration [18, 19, 21, 22]. In the current study, we demonstrate that MIA induced by repeated low-dose LPS injections during late gestation leads to a robust upregulation of *Lcn2* mRNA in the fetal neocortex and hippocampus. This increase is accompanied by elevated maternal plasma Lcn2 levels, indicating a systemic inflammatory response associated with MIA. Importantly, the more sustained elevation of maternal Lcn2 relative to pro-inflammatory cytokines suggests that Lcn2 reflects a prolonged immune-activated state during MIA and may potentially serve as a biomarker of MIA-related immune activation.

Supporting the relevance of Lcn2 during early brain infection, a recent study reported elevated Lcn2 levels in both the blood and hippocampus of mice at postnatal day 4, 24 h after bacterial *Staphylococcus epidermidis* challenge [86], with immunofluorescence analyses indicating predominant localization of Lcn2 within brain endothelial cells. In the adult rodent brain, systemic inflammation similarly induces Lcn2 expression primarily in vascular endothelial cells, as well as in astrocytes and microglia [18–20]. Consistent with these observations, our data indicate that MIA-induced Lcn2 expression arises primarily from blood vessels. Since multi-target co-IF did not demonstrate the presence of Lcn2 in either neurons or astrocytes, we hypothesize that Lcn2 may act in a paracrine manner. Secreted Lcn2 is thought to interact with receptors such as 24p3R, MC4R, and LRP2 [24, 30, 87–93] on neurons, astrocytes, or microglia, thereby indirectly regulating their function.

Importantly, in our study, MIA-induced upregulation of Lcn2 was restricted to early developmental stages, with no detectable changes in hippocampal or cortical *Lcn2* mRNA expression in adult offspring of either sex. This finding suggests that Lcn2 may play a role primarily during acute immune-driven perturbations of brain development, rather than contributing to long-lasting inflammatory changes in the mature brain. In contrast, a previous RNA-sequencing study reported persistent, sex-specific transcriptional alterations in adult offspring following MIA, with significant changes observed in females but no detectable alterations in males [94]. Differences in experimental design, including the use of whole-brain homogenates versus region-specific analyses, as well as differences in the MIA paradigm (single high-dose versus repeated low-dose LPS exposure), may underlie these divergent observations.

Social behavior deficits are among the most consistently observed phenotypes in maternal immune activation models [95–101]. To assess the impact of MIA and *Lcn2* gene deletion on social behavior in mice, we used the Eco-HAB^®^ system, a validated tool for detecting social deficits in rodents [40, 41, 46, 50, 102]. It enables continuous tracking of spontaneous, long-term social interactions among group-housed animals in a semi-naturalistic environment, providing an ethologically relevant measure of sociability. Using this system, we have found that MIA disrupts sociability in wild-type offspring, as male and female mice born to LPS-treated dams were less willing to spend time with conspecifics than control mice. Interestingly, deletion of the *Lcn2* gene alone in control mice of both sexes produced a similar decrease in in-cohort sociability. Notably, Lcn2 deletion alone had a greater impact on social behavior in females than prenatal LPS exposure. Similar deficits in in-cohort sociability have been reported in various animal models of autism spectrum disorder, further supporting the relevance of the findings [40, 103].

Reduced interest in social stimuli, another marker of social dysfunction, was analyzed in the Eco-HAB^**®**^and modified three-chamber tests [102]. In both tests, MIA decreased social interest in WT females, while Lcn2 deletion reduced social preference only in males. In addition, the three-chamber test revealed an effect of LPS-induced reduction in interest toward the social stimulus in Lcn2 KO in females, which was not observed in Eco-HAB^®^. These discrepancies are probably due to differences in testing conditions, such as animals being assessed individually versus in a group, or variations in test duration. Nevertheless, these findings highlight that Lcn2 deficiency alone can impair preference for social stimuli, mimicking MIA-induced phenotypes. Similar reductions in social interest have been reported in offspring across various MIA models [101].

Although the social behavior experiments in Eco-HAB^®^ allowed us to characterize group behavior within genetically and treatment-homogeneous cohorts, they did not address the dynamics of interactions between mutant and control animals. Such cross-genotype housing can provide additional insight into the social modulation of behavioral phenotypes, as demonstrated in other automated systems, including IntelliCage, where co-housing with wild-type individuals partially restored cognitive functioning in mutant mice [104]. Incorporating this type of mixed-group design could increase the translational value of future studies, particularly in the context of understanding how social environments shape vulnerability and/or resilience. However, in the present work, such analyses were not feasible due to the large number of animals within a cohort required to perform Eco-HAB^®^ testing. Nevertheless, we consider mixed-cohort studies as an important potential direction for future research, especially for uncovering how social context may modulate phenotypic differences.

Besides impaired social interactions, repetitive behaviors are among the most consistently reported phenotypes following maternal immune activation [95, 97, 98, 105, 106]. Using the marble burying test, a well-established measure of repetitive behavior, we found that *Lcn2* knockout increased the number of marbles buried in both sexes. Interestingly, prenatal LPS exposure increased marble burying only in wild-type males, indicating a sex- and genotype-dependent effect. However, in Lcn2 KO males and females, MIA did not further alter this behavior. The absence of additive effects in KO mice exposed to MIA implies that Lcn2-dependent pathways may be a critical point of convergence in MIA-induced behavioral alterations. A similar phenomenon has been reported in Fmr1 KO mice, where Poly(I:C)-induced MIA did not exacerbate core autism-like behaviors [42].

Previous studies have reported inconclusive findings regarding the impact of MIA on cognitive function in offspring, with some reporting learning impairments following prenatal immune challenge, while others observed no significant deficits in learning and memory [107–110]. In our study, no significant effect of either MIA or *Lcn2* gene deletion on appetitively motivated spatial learning was found. Although learning deficits have previously been reported in Lcn2 KO mice [33, 34, 111], our Lcn2 knockout controls were also exposed to prenatal injection stress. This factor may have impacted brain development and contributed to phenotypic differences from previous studies. These findings suggest that Lcn2 and MIA may preferentially influence neural circuits underlying social and repetitive behaviors rather than broadly affect cognitive function.

The mechanisms by which prenatal infection disrupts neurodevelopment are still not fully understood. In this study, we compared gene expression profiles between MIA-exposed animals and Lcn2 knockout mice, which exhibit similar behavioral impairments. In both experimental groups, among differentially expressed genes (DEGs), gene ontology analysis showed enrichment in genes in the *brain development* category. These findings are in line with previous MIA transcriptomic studies identifying genes in specific categories related to central nervous system development [112–114]. We found a 6.9-fold enrichment of overlap genes between MIA and Lcn2 KO DEGs. On the molecular level, functional annotation of the shared genes indicated their role in control of inhibitory/excitatory balance and the regulation of functional and structural plasticity, highlighting their potential involvement in shaping neural circuit function (see Table 1). Our results are consistent with other studies showing that MIA may impact the GABAergic transmission by decreasing the number of GABAergic neurons [115–118]. Notably, animal models have also demonstrated that offspring exposed to maternal immune challenges exhibit synaptic dysfunction and reduced synaptic plasticity [119–121]. Moreover, mutations in many of the genes identified in our study are associated with increased susceptibility to autism spectrum disorder and other neurodevelopmental disorders in humans (Table 1). Interestingly, sex-based stratification did not substantially alter the outcomes of the gene ontology analysis, with similar biological themes observed in both males and females.

Despite the identification of shared transcriptional programs across our experimental groups, the signalling pathways underlying the convergence of these transcriptional changes remain unclear. Remarkably, even without an external inflammatory stimulus, Lcn2 deficiency may prime the fetal brain toward a transcriptional state characteristic of prenatal immune activation. However, the role of Lcn2 as an immunomodulatory protein remains controversial. While some studies have identified Lcn2 as a pro-inflammatory mediator that amplifies neuroinflammation [20, 24, 25, 28, 35, 122–124], other findings suggest a more complex role. For example, lack of Lcn2 has been associated with increased TNF-α and IL-6 expression and enhanced LPS-induced behaviors, suggesting a potential anti-inflammatory role [21]. However, other studies report no significant differences in brain inflammation between wild-type and Lcn2 knockout mice following LPS exposure [26, 29]. In line with these observations, MIA in our experimental paradigm led to increased placental expression of pro-inflammatory cytokines *(IL-6, TNF-α, IL-1β)* in both genotypes, without detectable differences between WT MIA and KO MIA groups. In the fetal brain, inflammatory changes were more restricted, with IL-1β emerging as the primary cytokine altered after LPS exposure, again without genotype-dependent effects. It should be noted, however, that inflammatory gene expression is highly dynamic, and analyses conducted at a single developmental time point may not capture transient, region-specific, or delayed genotype-dependent effects.

In the present study, both female and male offspring were included in order to capture potential sex-dependent effects of MIA. Although most of our results were broadly similar between males and females, some sex-related variation was observed. Sex-dependent effects have been reported in other MIA studies and are thought to reflect factors such as distinct neurodevelopmental trajectories and differential exposure to sex hormones, which can modulate vulnerability to prenatal immune challenges [125, 126]. However, the presence and magnitude of sex differences are highly variable: some models report greater male susceptibility, while others detect minimal differences, likely reflecting variation in the type of immune challenge, dosing, timing, and developmental stage assessed. Under the conditions examined here, MIA produced broadly similar effects in males and females, highlighting the importance of including both sexes in neurodevelopmental research.

While our findings provide novel molecular insights into the effects of MIA and Lcn2 on fetal brain development, they should be interpreted considering the limitations of the methods. Although bulk RNA sequencing offered valuable insights into shared molecular changes, single-cell transcriptomics and spatial transcriptomics in fetal forebrain tissues of Lcn2 KO and MIA mice would clarify the cellular origin of DEGs. Moreover, implementing inducible, cell-type-specific Lcn2 knockdown models following LPS exposure would help delineate the precise contribution of Lcn2 to LPS-induced behavioral outcomes. Another potential limitation of our study is the relatively modest number of genes differentially expressed following MIA. Although repeated LPS injections model maternal infection during key brain developmental stages, including neurogenesis and synaptogenesis [127, 128], this paradigm may also induce immune tolerance, dampening inflammatory and transcriptional responses [129, 130]. This phenomenon could partially explain the limited number of differentially expressed genes detected in the MIA condition.

## Conclusions

In conclusion, we have demonstrated that Lcn2 is a key factor in brain development, particularly in the formation of circuits that underlie social and repetitive behavior. The similar molecular and behavioral outcomes observed with Lcn2 deletion and MIA indicate that these interactions may converge on common developmental pathways.

## Supplementary Information

Supplementary Material 1. Supplementary Table 1.

Supplementary Material 2. Supplementary Table 2.

Supplementary Material 3. Supplementary Table 3.

Supplementary Material 4.

Supplementary Material 5. Supplementary Figures 1-6.

## Data Availability

The dataset supporting the conclusions of this article is available in the Gene Expression Omnibus (GEO) repository: [GSE303157].

## Abbreviations

Lcn2: Lipocalin-2
MIA: Maternal immune activation
NDDs: Neurodevelopmental disorders
ASD: Autism spectrum disorder
ADHD: Attention-deficit/hyperactivity disorder
LPS: Lipopolysaccharide
DEGs: Differentially expressed genes

# Supplementary material for: Lcn2 deficiency leads to long-lasting social impairments independent of maternal immune activation
**Source:** J Neuroinflammation. 2026 Feb 25;23:108. doi: 10.1186/s12974-026-03742-1
**Supplement:** Supplementary file 5 — Supplementary Material 5. Supplementary Figures 1-6.

**Supplementary Figures:**

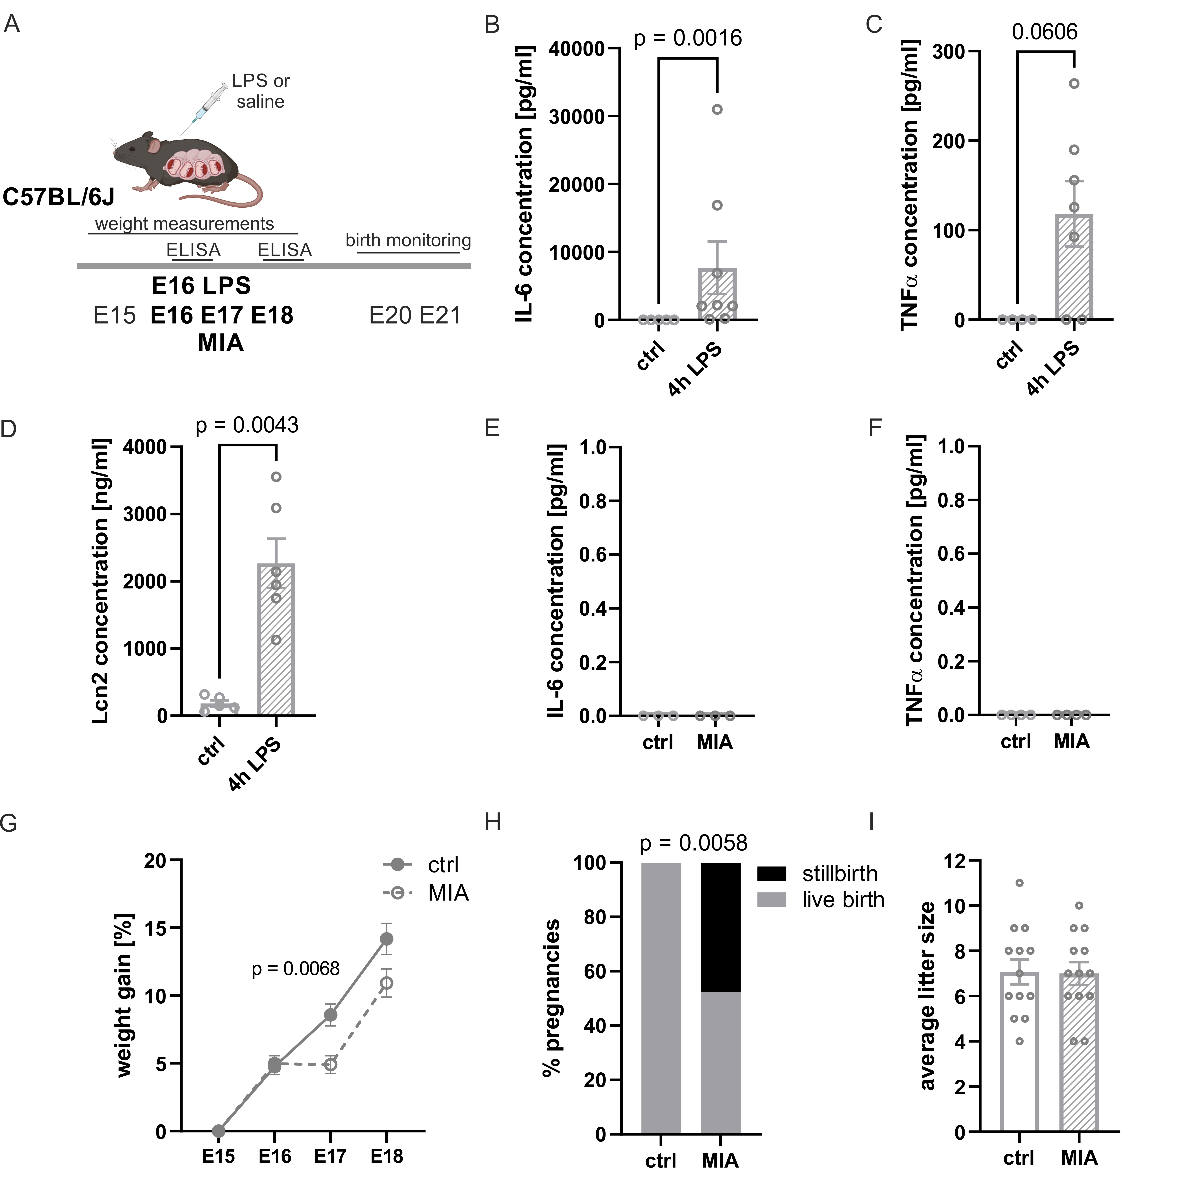

**Supplementary Fig. 1. MIA induces cytokine levels, affects weight gain in pregnant C57BL/6J females, and fetal survival.** **A.** Scheme of the experiment. LPS was administered to pregnant C57BL/6J mice on embryonic day E16, a single injection at 4 hours, or E16, E17, and E18 (MIA). Pregnant females' weight gain and offspring survival were analysed. **B.** IL-6 protein level in the plasma from pregnant dams at 4 hours after the LPS injection at E16, measured by ELISA. ctrl n = 4, 4 h LPS n = 8. Mann-Whitney test analysis. **C.** TNF-α protein level in the plasma from pregnant dams at 4 hours after the LPS injection at E16, measured by ELISA; ctrl n = 4, 4 h LPS n = 7. Mann-Whitney test analysis. **D.** Lcn2 protein level in the plasma from pregnant dams at 4 hours after the LPS injection at E16, measured by ELISA; ctrl n = 5, 4 h LPS n = 6. Mann-Whitney test analysis. **E.** IL-6 protein level in the plasma from pregnant dams at 4 hours after the last LPS injection at E18, measured by ELISA. ctrl n = 3, 4 h LPS n = 3. Mann-Whitney test analysis. **F.** TNF- protein level in the plasma from pregnant dams at 4 hours after the last LPS injection at E18, measured by ELISA; ctrl n = 4, 4 h LPS n = 4. Mann-Whitney test analysis. **G**. Percentage of weight gain in pregnant females relative to their body weight on the day before the first injection. WT ctrl n = 11, WT MIA n = 12. Two-way repeated measures ANOVA: treatment: F (1, 20) = 4.939; p = 0.0379, time: F (1.437, 28.75 = 114.6; p < 0.0001, and interaction: F (2, 40) = 8.147; p = 0.0011, followed by Sidak’s post hoc test. Data are presented as mean ± SEM. **H.** Fetal survival, shown as the percentage of pregnancies resulting in live or stillbirths. WT ctrl n = 11, WT MIA n = 21. χ² test analysis. **I.** Average litter size born by C57BL/6J pregnant females after LPS or saline administration. ctrl n = 13, MIA n = 13, Student’s *t*-test. Data are presented as mean ± SEM, n = number of animals.

**
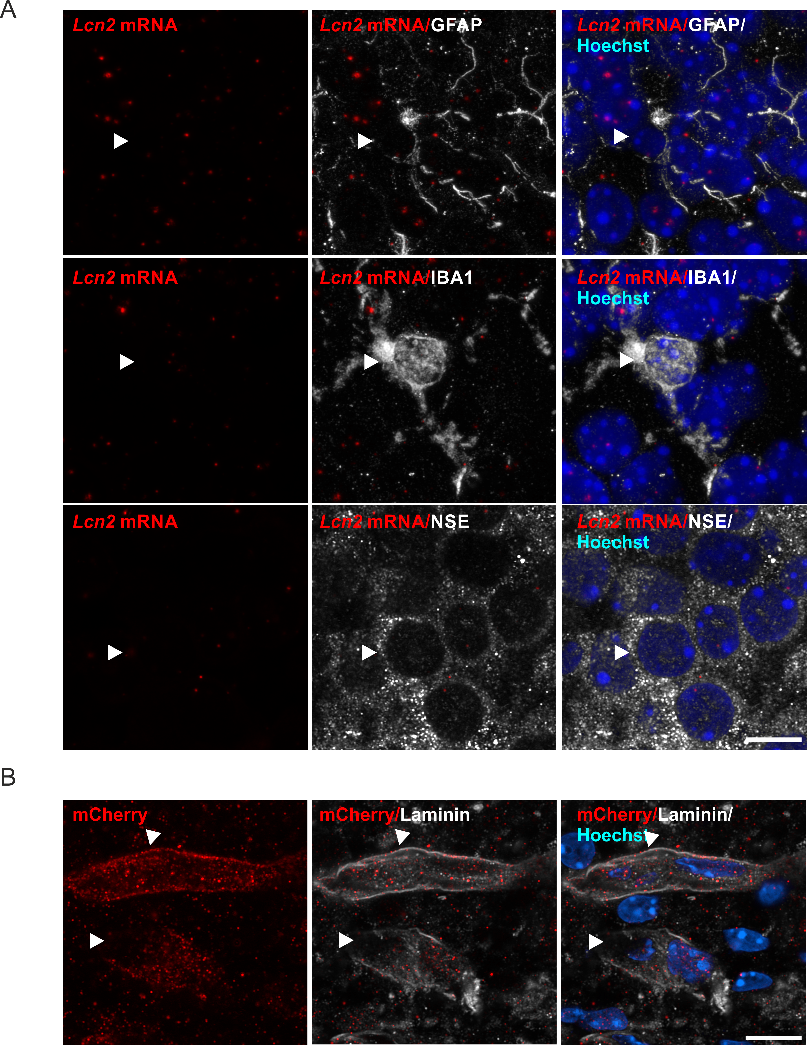
**

**Supplementary Fig. 2. Lcn is localized to laminin-positive blood vessels in the fetal brain. A.** RNAscope analysis of *Lcn2* mRNA in GFAP-positive astrocytes, Iba1-positive microglia, and NSE-positive neurons 24 hours after maternal immune activation (MIA). No *Lcn2* mRNA was detected in these cells. **B**. Immunofluorescent images of mCherry and Laminin in the cortex of Ngal-Luc2/mC mouse after MIA. Scale bar: 10 μm.

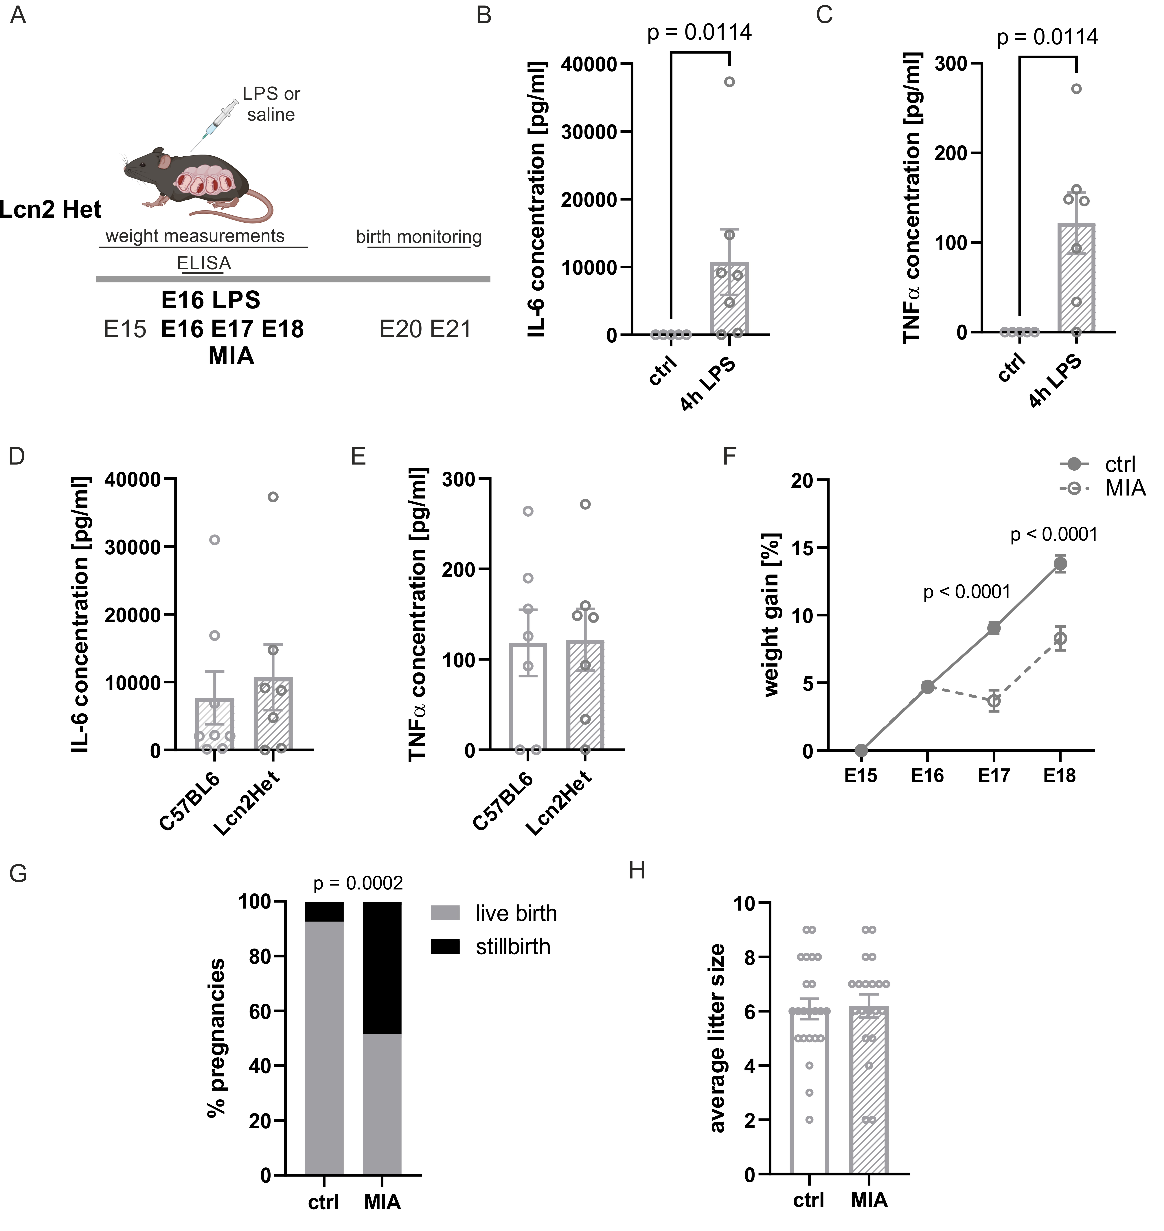

**Supplementary Fig. 3. Effect of MIA on weight gain in pregnant Lcn2 Het females and fetal survival.** **A.** Scheme of the experiment. LPS was administered to pregnant Lcn2 Het mice on embryonic days E16, a single injection at 4 hours, or E16, E17, and E18 (MIA). Pregnant females' weight gain and offspring survival were analyzed. **B.** IL-6 protein level in the plasma from Lcn2 Het pregnant dams at 4 hours after the LPS injection at E16, measured by ELISA: ctrl n = 5, 4h LPS n = 7; Mann-Whitney test analysis. **C.** TNF-α protein level in the plasma from Lcn2 Het pregnant dams at 4 hours after the LPS injection at E16, measured by ELISA: ctrl n = 5, 4h LPS n = 7; Mann-Whitney test analysis. **D.** IL-6 protein level in plasma from **C57BL/6J (data from S1.B) and** Lcn2Het at 4 hours after the LPS injection at E16, **C57BL/6J** n = 8, Lcn2Het n = 7. Mann-Whitney test analysis. **E.** TNF-α protein level in plasma from **C57BL/6J (data from S1.C) and** Lcn2Het at 4 hours after the LPS injection at E16, **C57BL/6J** n = 7, Lcn2Het n = 7. Mann-Whitney test analysis. **F.** Percentage of weight gain in pregnant females relative to their body weight on the day before the first injection. Ctrl n = 28, MIA = 34. Two-way repeated measures ANOVA: treatment: F (1, 60) = 26.89; p < 0.0001, time: F (1.633, 97.97) = 104.3; p < 0,0001, and interaction: F (2, 120) = 24.39; p < 0.0001, followed by Sidak’s post hoc test. Data are presented as mean ± SEM. **G.** Fetal survival is shown as the percentage of Lcn2 KO pregnancies resulting in live or stillbirths. WT ctrl n = 27, WT MIA n = 66. χ² test analysis. **H.** Average litter size born by Lcn2 Het pregnant females after LPS or saline administration. ctrl n = 23, MIA n = 20, Student’s *t*-test. Data are presented as mean ± SEM, n = number of animals.

**
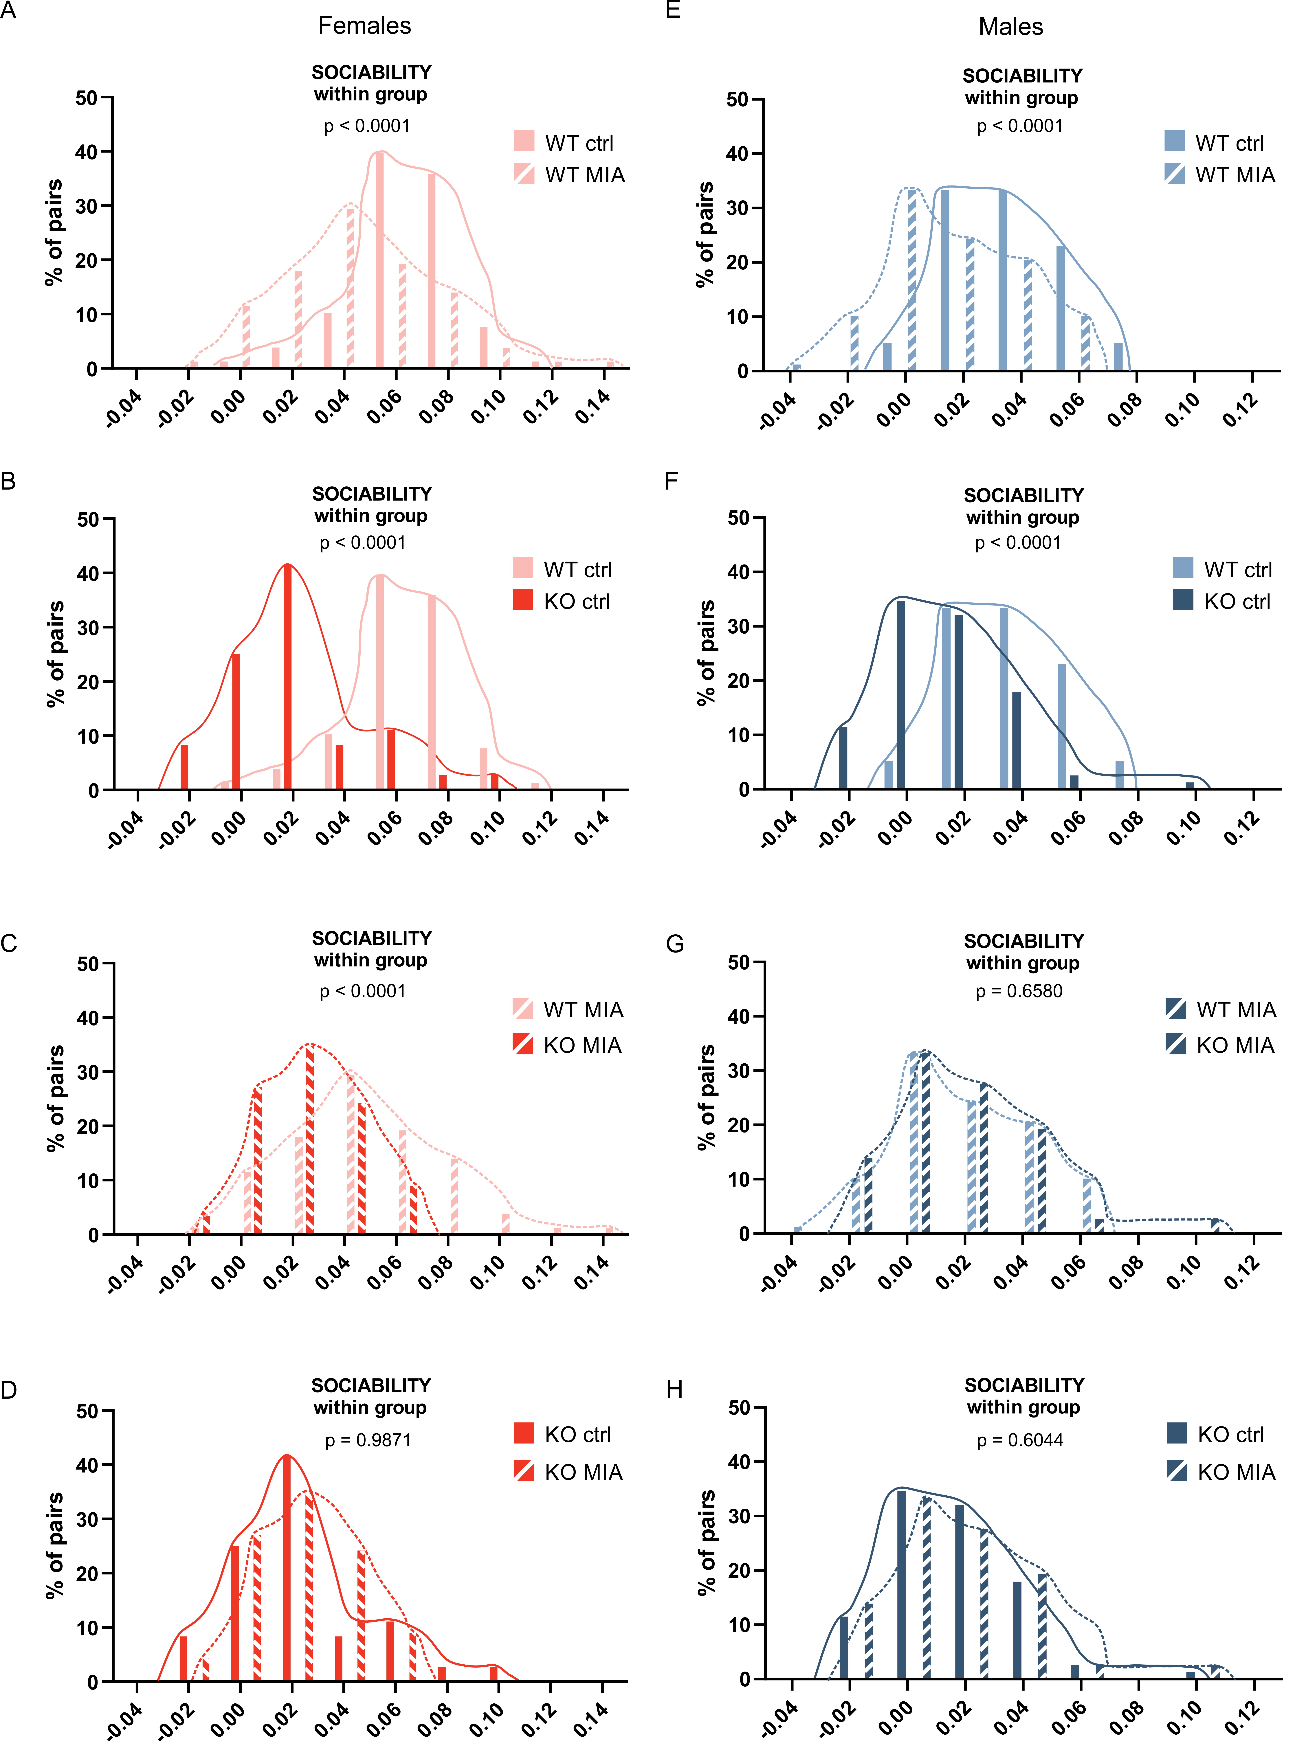
Supplementary Fig. 4**. **MIA or Lcn2 deletion alters sociability, represented by voluntary time spent together in pairs of mice**. The histogram illustrates the distribution of in-cohort sociability for all pairs of tested animal groups. **(A, B, C, D)** females, (**E, F, G, H**) males. Females: WT ctrl n = 13, WT MIA n = 13, KO ctrl n = 9, KO MIA n = 12; males: WT ctrl n = 12, WT MIA n = 13, KO ctrl n = 13, KO MIA n = 9. Kolmogorov–Smirnov test. Data are presented as a relative frequency distribution.

**
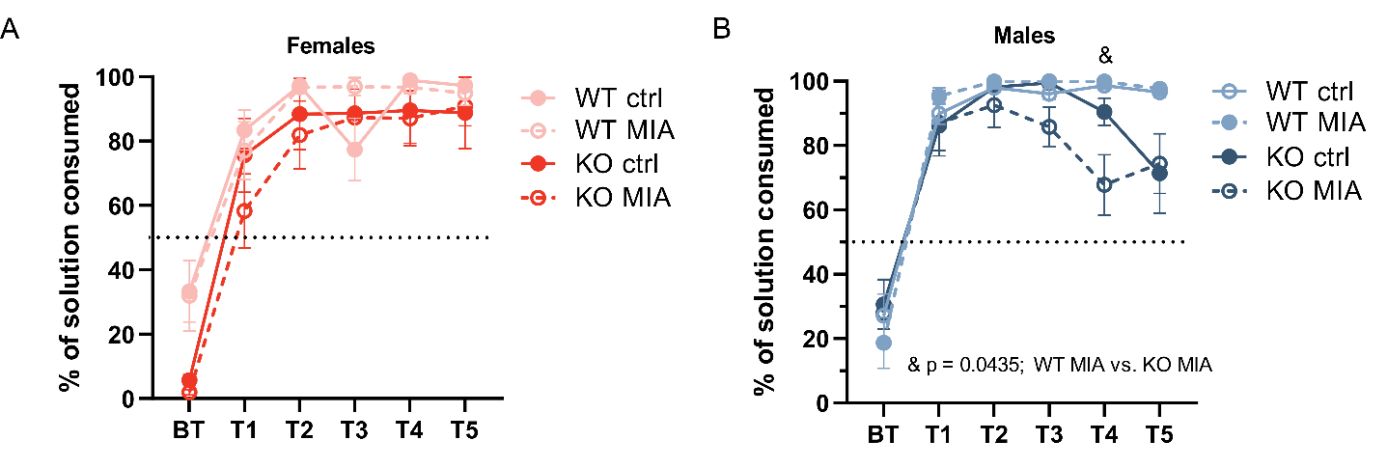
**

**Supplementary Fig. 5. Maternal immune activation or Lcn2 deletion does not influence sucrose consumption.** Sucrose consumption in females **(A)** and males **(B)** in IntelliCage. Preference for sweetened as the percentage of sugar solution consumed (measured by the number of licks) relative to the total fluid intake during a given session. **(A)** Three-way ANOVA: session F (2.198, 92.32) = 104.2; p < 0.0001, procedure F (1, 42) = 0.1118; p = 0.7397, genotype F (1, 42) = 4.195; p = 0.0468, session x procedure F (5, 210) = 1.378; p = 0.2337, session x genotype F (5, 210) = 2.955; p = 0.0134, procedure x genotype F (1, 42) = 0.2878; p = 0.5945, session x procedure x genotype F (5, 210) = 0.6052; p = 0.6960, followed by Tukey's post hoc test. Data are presented as mean ± SEM. **(B)** Three-way ANOVA: session: F (2.297, 94.18) = 104.0; p < 0.0001, procedure: F (1, 41) = 0.8240; p = 0.3693; genotype: F (1, 41) = 7.366; p = 0.0097, session x procedure F (5, 205) = 0.9636; p = 0.4412, session x genotype F (5, 205) = 4.624; p = 0.0005, procedure x genotype F (1, 41) = 1.377; p = 0.2474, session x procedure x genotype F (5, 205) = 1.163; p = 0.3288, followed by Tukey's post hoc test. Data are presented as mean ± SEM, n = number of animals.

**
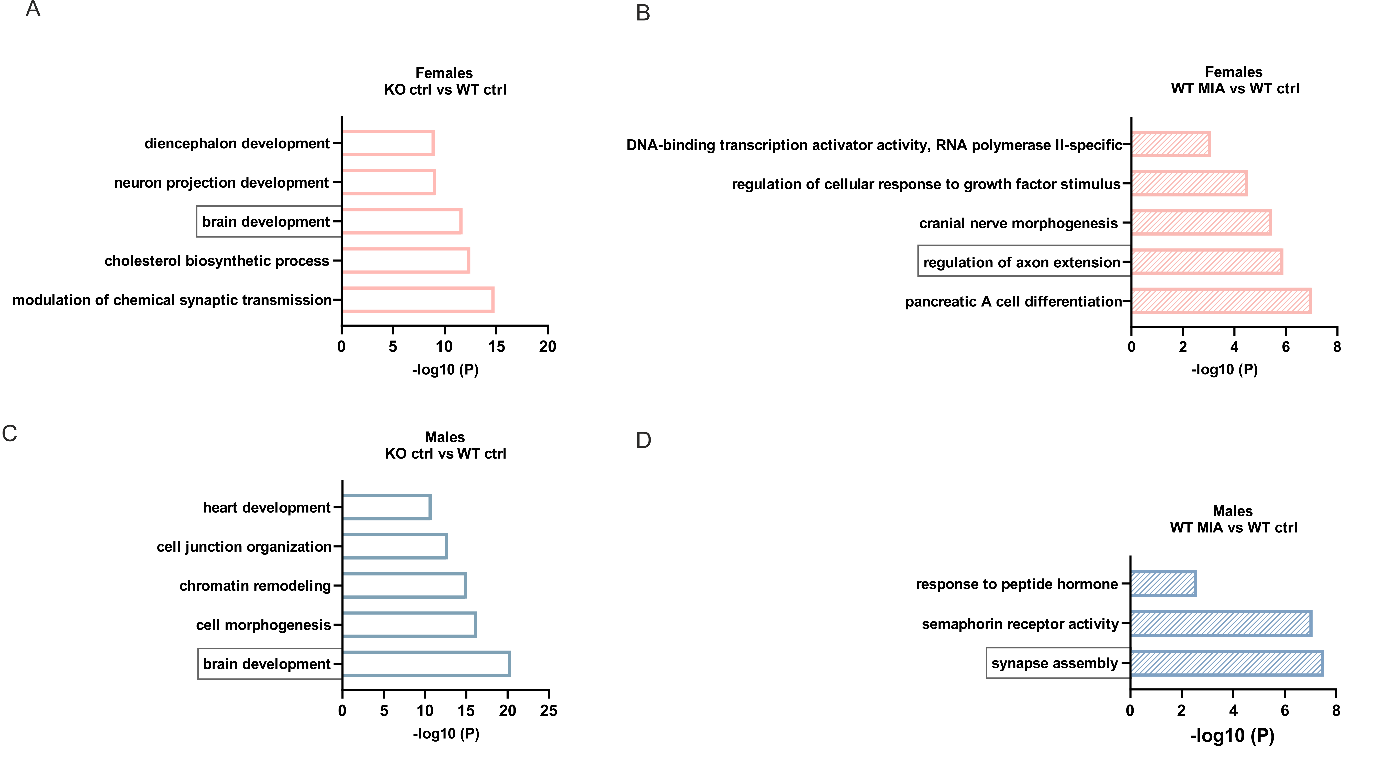
Supplementary Fig. 6. Gene ontology enrichment analysis using Metascape based on the genes deregulated (both up- and downregulated).** Bar graph showing the top 5 clusters with the highest p-value in females **(A)** and males **(C),** in the group of significantly changed genes: KO ctrl vs WT ctrl. Bar graph showing the top 5 clusters with the highest p-value in females **(B)** and 3 clusters in males **(D),** in the group of significantly changed genes in WT MIA vs WT ctrl.

How the deposited data were processed for this re-analysis (not part of the article)

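RNA-seq of fetal forebrain was analysed in 18 libraries, 6 each labelled WT ctrl, KO ctrl and WT MIA. The group and the replicate number of each library were taken from the sample labels and the legend of Fig. 7, and the columns of the deposited table were matched to them by name. The labels do not give the sex of a fetus, so no comparison by sex was made. KO MIA libraries, quantitative PCR, ELISA and behavioral data were not analysed here.

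The authors trimmed the reads with cutadapt and TrimGalore, aligned them to GRCm39 with STAR, counted primary paired-end alignments on Ensembl genes with featureCounts in the reverse-stranded mode with a mapping quality of at least 3, left out genes with fewer than 10 counts in sum, and tested the counts with DESeq2. The deposited table holds values on a log2 scale that the authors computed with a pseudocount of 1. Its name gives FPKM as the unit under the logarithm. The values were checked: after the logarithm was undone and 1 was subtracted, 100% of the values in each of the 18 libraries were whole multiples of a step particular to that library, with no dependence on gene length. They are therefore read counts divided by a size factor per library, and the tests were chosen for log2 values as deposited. The design had been written for log2(FPKM + 1) before the data were examined and was kept, with the same thresholds, so that the minimum mean of 0.1 applied to normalized counts.

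Log2 values as deposited were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend) on the 26235 genes with a mean normalized count of at least 0.1. All 3 groups entered the fit without covariates, and KO ctrl and WT MIA were each compared with WT ctrl. P-values were adjusted by the Benjamini-Hochberg method within each contrast and a threshold of 0.05 was used, alone and together with an absolute log2 fold change over 1. Single values were compared with two-sided exact permutation tests of 6 against 6 libraries. No dam or litter is named for a fetus, and LPS or saline was given to the dam. All tests treated the fetuses of a group as independent. Where fetuses share a litter, the p-values can be too small. Figures were drawn with matplotlib 3.10.9 in python 3.11.15. Gene positions, GC content and lengths came from an annotation of GRCm39 and covered 25971 genes (99.0%).

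Depth was taken from the recovered reads, with a median of 30833918 per library in WT ctrl, 33144725 in KO ctrl and 30087634 in WT MIA. Genes with few reads, Lcn2 among them, have a precision limited by counting error, and 3 reads were taken as the floor. No 2 replicates of a group were alike within sampling noise. The counting was strand-specific, and genes with near-identical copies were not treated separately.

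Lcn2 was higher in the libraries labelled KO ctrl than in WT ctrl. The labels were kept, and directions are stated for the libraries labelled KO ctrl.

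The genes named are those the paper names for its RNA-seq (Lcn2, Table 1, the genes printed in Fig. 7 and the genes that Supplementary Table 3 lists for the terms in the text), the cytokine genes of Fig. 6 and, in each contrast and direction, the 3 genes with the smallest p-value among those past the adjusted threshold. Other genes named were chosen after their values were seen.

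Before the data were examined, 12 alternatives were set for each result, besides the 18 fits that each leave out a library: a pseudocount of 0.1, no filter, a minimum mean of 1, centring of each library on its median, quantile normalization, eBayes without the trend, robust eBayes, array weights, a fit of the 2 groups compared alone, the replicate number as a block, removal of a GC content and gene length trend (splines with 4 degrees of freedom), and that removal with the block. Separate WT ctrl libraries for each contrast were set as a further alternative for the comparison of the 2 contrasts. After the unit was seen, a minimum mean of 10, limma voom on the recovered reads of genes with that minimum, and the block with that minimum were added, as were a division of the replicate numbers between the contrasts and, for single genes, the log2 ratio of mean normalized counts. The replicate numbers come from the sample labels, and same-numbered libraries are different fetuses.

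The steps were tested on simulated data made from the means and library sizes of the real genes, with 200 changed genes in 26225. Of the changed genes, 94.5% were recovered in the first contrast and 95.5% in the second, and 5.03% and 2.55% of the called genes were unchanged ones. The simulated changes were 2-fold or more, in genes with a mean normalized count of at least 10. Most heat map genes changed by less than 2-fold, so these shares do not give the power to detect such changes. With no changed gene among 26219, 0 genes were called in each contrast.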

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

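The tests of the genes near Lcn2 and of removing the GC trend from all changed genes were chosen before the result was seen; the other tests in this part were chosen only after it. Directions are those of the libraries labelled KO ctrl, in which Lcn2 is higher.

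A difference in genes that the paper does not discuss for this contrast was seen for 4 genes in the libraries labelled KO ctrl. The log2 fold change was 2.06 for Lcn2, 0.49 for Trub2, 0.27 for Msmo1 and 0.35 for Mvd, and each was higher in all 6 of these libraries than in all 6 WT ctrl libraries. For Lcn2, 0 of the libraries labelled KO ctrl lay within the range of the WT ctrl libraries, so a single exchanged label was not seen. An exchange of the 2 groups would put WT MIA near the libraries labelled KO ctrl at genes beside Lcn2, but at 7 of the 7 other genes within 10 Mb that passed the adjusted threshold the WT MIA mean lay nearer to WT ctrl, so no such exchange was seen. Reads from the altered locus were not tested. DNA of the 129 strain around the targeted gene is a candidate explanation for Trub2. Of the 374 genes within 10 Mb of Lcn2, 8 (2.14%) were past the adjusted threshold, against 153 of the other 25861 (0.592%), with a two-sided Fisher's exact test p of 0.00225 and an odds ratio of 3.67. Without Lcn2 the p was 0.00812, and for genes at an unadjusted p under 0.05 in WT MIA it was 0.581. An effect that goes with the KO label and a strain variant beside the targeted gene cannot be told apart here.

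Msmo1 and Mvd both encode enzymes of sterol synthesis. A list of 16 other genes of that pathway, chosen after these were seen, had a higher mean in the libraries labelled KO ctrl than in WT ctrl (difference 0.17 on the log2 scale, two-sided exact permutation p = 0.00216), with 16 of the 16 genes and 6 of the 6 libraries on the higher side, 14 genes at an unadjusted p under 0.05 and 5 past the adjusted threshold. This test was run beside a family of 30 list tests and was not adjusted with them. In WT MIA the difference was 0.03 (exact permutation p = 0.481), and the libraries labelled KO ctrl against WT MIA gave an exact permutation p of 0.00433. The median log2 fold change of the 16 genes was 0.17, and 0.19 after median centring and 0.17 after quantile normalization. With the GC content and length trend removed, the log2 fold change was 0.28 for Msmo1 and 0.33 for Mvd. The 50 genes nearest to Msmo1 in GC content, length and expression had a median log2 fold change of -0.0353, with 0 as high as Msmo1. The 50 nearest to Mvd had a median of 0.0150, with 0 as high as Mvd. Genes alike in these 3 measures were thus on the whole not higher. These values argue against a GC content or length bias shared by like genes, for Msmo1 and Mvd. Higher expression of sterol synthesis genes may accompany the KO label, and an effect of the litter, of dissection or of strain DNA was not tested.

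Among 210 groups of 6 libraries (54 genes, the marker lists and the depth), 16 had a highest or lowest library apart from the other 5 by more than Dixon's critical share of the range, where 10.5 would be given by chance at 1 in 20. WT ctrl replicate 1, WT MIA replicate 1 and KO ctrl replicate 5 each held 4 of them. In log2 values, WT ctrl replicate 1 was apart in Pax2 (9.12), Skor2 (7.49) and the mean of the pituitary markers (6.73), and below the others in Igsf8 (11.47). WT MIA replicate 1 was apart in Arhgdib (8.36), Inf2 (9.85), the choroid plexus markers (8.82) and, as the lowest, Lhx1os (5.13). KO ctrl replicate 5 was the highest in Ntn1 (11.30) and the lowest in Mlip (8.62), Sema7a (11.41) and the mean of the genes of the LPS response (3.81). Lman1 in WT MIA replicate 3 (10.51), Tnf in WT ctrl replicate 6 (0.91, all other WT ctrl libraries at 0), the striatum markers in WT ctrl replicate 5 (9.48) and the depth of WT MIA replicate 4 (39007905 reads) were the remaining ones. For these, apart from WT ctrl replicate 1, no explanation was tested.

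Pituitary and hindbrain tissue taken with the forebrain is a candidate explanation for WT ctrl replicate 1. The 7 pituitary markers other than Gh and Pomc had a mean log2 value of 5.55 in this library and of 0.646 to 1.10 in the other 17 libraries, and among the WT ctrl libraries its gap to the next was 0.915 of the range. The midbrain and hindbrain markers were also highest in this library, with a gap of 0.463 of the range, which is under the ratio used for a library apart. No biological explanation was tested.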

How the results depend on the processing

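Of the 33 alternative fits, 30 were set before the data were examined. Lcn2 kept its direction in the 30 that held it, since its mean is under the minimum of 10 in the 3 added later, and the 53 genes named kept theirs in all 33, except that Tnf and Il1b were tested in 29. Of the 30, 12 cannot alter the fold change of a gene and so show no stability of a direction: no filter, a minimum mean of 1, no trend, robust eBayes, the 2 groups alone, the block, and the 6 fits without a library of the group not compared. The same holds for a minimum mean of 10 and the block with it, both added later. The number of genes past the adjusted threshold in the libraries labelled KO ctrl, 161 as reported (76 higher and 85 lower), was 14 (10 higher and 4 lower) with median centring, 316 (165 and 151) with quantile normalization, 4 without the intensity trend, 939 (429 and 510) with array weights, 981 (475 and 506) with the 2 groups alone, 94 with the replicate number as a block and 57 with the block and a minimum mean of 10, a setting added later; it ran from 2 to 775 genes across the 18 fits that each left out a library, and the cause was not tested. All 161 were among the 939 and among the 981, and all 14 and all 4 were among the 161.

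The number of genes past the adjusted threshold that also changed over 2-fold in the libraries labelled KO ctrl, 12 as reported, was 6 with a pseudocount of 0.1, 2 with median centring, 3 without the trend, 49 with array weights, 32 with the 2 groups alone, 3 with the block, 5 with the block and the GC trend removed, and, in settings added later, 3 with a minimum mean of 10, 3 with voom and 1 with the block and that minimum. It ran from 1 to 46 genes across the fits that left out a library. The cause was not tested.

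The count of WT MIA genes, 0 as reported with 2310 at an unadjusted p under 0.05, was 5 with quantile normalization, 7 with robust eBayes, and 2 with a minimum mean of 10 and 2 with voom (both added later). It ran from 0 to 51 genes across the fits that left out a library, and the count over 2-fold from 0 to 1. Genes past the threshold in both contrasts, 0 as reported with 732 at an unadjusted p under 0.05, numbered 1 with robust eBayes (6530402F18Rik), 1 with a minimum mean of 10 and 1 with voom (Fndc3a in both), and ran from 0 to 3 with a library left out. The cause was not tested.

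The correlation of the 2 contrasts across genes, 0.539, was 0.0491 with separate WT ctrl libraries, 0.684 with the same 3 WT ctrl libraries and 0.0339 with separate replicate numbers (added later), so it depended on the shared WT ctrl libraries. It was 0.520 to 0.547 under the 12 alternatives, of which median centring, no trend, robust eBayes, the 2 groups alone and the block cannot alter it, and 0.498 to 0.592 with a library left out.

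Lcn2 in the libraries labelled KO ctrl had a log2 fold change of 2.92 (adjusted p = 0.0512) with a pseudocount of 0.1 and of 2.06 (adjusted p = 0.130) without the trend, where the adjusted p from limma ranged from 0.0103 to 0.130 over the 12 alternatives; with a library left out it ran from 1.77 to 2.34 (adjusted p from 0.00656 to 0.0859). The cause was not tested. It rests on 8 to 17 reads per library, which limits the precision of its fold change.

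Same-numbered libraries deviated from their group means with a correlation of 0.011 in KO ctrl and WT ctrl across tested genes (0.077 for a mean of at least 10) and of 0.035 in WT MIA and WT ctrl (0.146). Xist was high in replicates 1 to 3 and low in replicates 4 to 6 of each group, so the numbers share at least that factor, which the fit without the block leaves in the spread within groups and the block takes up; with the block the counts were 94 and 0 (2277 at an unadjusted p under 0.05 in WT MIA). For 53 genes named, 2764 comparisons of 84 results gave 95 weaker, 119 stronger and 0 reversed calls. Among 178 medians of gene lists, 1 moved by over the spread between replicates. The filter on low values leaves out 2 genes, so the fit without a filter could not have moved a result and shows no stability. Among genes with a mean of at least 10, the median log2 fold change in KO ctrl and WT MIA, -0.00224 and -0.00111 as reported, was 0.0148 and 0.0215 with median centring and 0.00285 and 0.00449 with quantile normalization.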

Differences from the paper's values

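The paper gives 573 lower genes in its KO contrast, where 85 were found here, and 449 higher genes, where 76 were found. Of the alternatives set before the data were examined, array weights (510 lower and 429 higher) and the 2 groups alone (506 and 475) came within 1.5 times the paper's values, the ratio beyond which 2 counts are said to differ here, as did leaving out WT MIA replicate 3 (413 and 362), KO ctrl replicate 5 (442 and 325) and, for higher genes, WT ctrl replicate 5 (344); the other alternatives did not. The paper gives 46 lower genes in WT MIA, where 0 were found here (1254 at an unadjusted p under 0.05); leaving out WT MIA replicate 2 gave 40, and no other alternative closed the gap. The paper gives 31 higher genes in WT MIA, where 0 were found (1056 at an unadjusted p under 0.05), and none of the alternatives closed the gap. The paper's counts come from DESeq2 on read counts, which was not run here. The gaps in this part therefore do not show that its calls cannot be reproduced from these data.

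The same counts are stated by the paper beside a criterion of more than 2-fold. With it, 4 lower and 8 higher genes were found in the libraries labelled KO ctrl against the paper's 573 and 449, and 0 and 0 in WT MIA against the paper's 46 and 31 (258 at an unadjusted p under 0.05 and over 2-fold). None of the alternatives closed these gaps. Of the 31 genes in the heat map of Fig. 7G, 2 changed over 2-fold in each contrast here. The paper's supplement itself gives log2 fold changes of -0.84 (KO) and -0.77 (WT MIA) for Onecut3. For Lhx1os it gives -0.66 and -0.72. Its shared genes thus include changes under 2-fold, so the counts made here with this criterion may not be comparable with the paper's.

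The paper gives 31 genes changed in both contrasts, where 0 were found here (732 at an unadjusted p under 0.05), and none of the alternatives closed the gap; about 32 genes are shown in the overlap of Fig. 7F, read by eye. The paper's heat map genes passed the adjusted threshold in WT MIA under some settings: Fndc3a with quantile normalization, robust eBayes, without WT ctrl replicate 4, WT ctrl replicate 6, WT MIA replicate 2 or WT MIA replicate 3, and with a minimum mean of 10 or voom, both chosen after seeing the values; Sla and Dync1i1 without WT ctrl replicate 4; Onecut3, Peg10 and Inf2 without WT ctrl replicate 6; Usp29, Peg3 and Cacna2d2 without WT MIA replicate 2; and Mmp9 without WT MIA replicate 3. In the libraries labelled KO ctrl, 8 of the 31 passed here, 23 with array weights, 18 with the 2 groups alone, 11 with quantile normalization, 9 with the GC trend removed and the block, 11 with a minimum mean of 10 and 10 with voom (both chosen after seeing the values), and 22, 21 and 16 without WT MIA replicate 3, KO ctrl replicate 5 and WT ctrl replicate 5. The number was 9 to 12 without WT MIA replicate 1, 2, 4 or 6, and 8 with no filter, a minimum mean of 1, robust eBayes or the GC trend removed. It was lower in the other fits: 7 with a pseudocount of 0.1, the block, the block with a minimum mean of 10, or without WT ctrl replicate 3 or WT MIA replicate 5, 5 to 6 without WT ctrl replicate 4 or 6 or KO ctrl replicate 3, 3 with median centring, and 0 without the trend, WT ctrl replicate 1 or 2, or KO ctrl replicate 1, 2, 4 or 6 (30 at an unadjusted p under 0.05 in each of these 7). En2, Lhx1os, Pax2, Nbas, Ptms and Pik3r2 passed in none of the 33 fits there.

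For Pax2, the paper's log2 fold change is -2.80 in KO and -3.43 in WT MIA, where -1.15 and -1.83 were found here, and none of the alternatives set before the data were examined closed the gap; the log2 ratio of the mean normalized counts, in place of the difference of mean log2 values and chosen after seeing the values, was -2.80 and -3.43. For Skor2 in WT MIA, the paper's value is -2.44, where -1.71 was found; leaving out WT ctrl replicate 4, WT ctrl replicate 6 or WT MIA replicate 1 brought it within the paper's standard error, and the other alternatives did not, while the log2 ratio of the mean normalized counts, chosen after seeing the values, was -2.43.

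Among the other genes that the paper lists under the terms of its WT MIA contrast, Pou3f1, Plxnc1, Id2, Hap1, Sorcs3 and Gpr50 passed the adjusted threshold in some of the settings above. The paper treats its KO libraries as lacking Lcn2, and Lcn2 was found higher in them here, with a log2 fold change of 2.06. Which part of the gene these few reads fell on was not analysed, so they do not show that an intact Lcn2 transcript was present.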

Other observations

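The tests of midbrain or hindbrain tissue for Pax2, En2, Onecut3 and Lhx1os, of the shared WT ctrl group, of the imprinted genes as a class, of the GC content trend on all changed genes and of other splits of the libraries for the counts past the threshold were chosen before the result was seen; the others in this part only after it.

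The overlap of the 2 contrasts may come from the WT ctrl libraries that both share. With separate WT ctrl libraries the median correlation across genes was 0.0491. In simulated data without any changed gene, 2 contrasts sharing a reference had a correlation of 0.534 and separate references of 0.0291 (16867 genes), and genes at an unadjusted p under 0.05 in both were 4.47 times the number given by independent lists (26219 genes). With the 3 group labels permuted within replicate numbers, 10 of 100 permutations gave as large a correlation (median 0.503, from 0.425 to 0.566), and 7 of 100 gave as many genes at an unadjusted p under 0.05 in both contrasts and in the same direction (median 178, highest 1936), the real grouping included. Separate WT ctrl libraries still left a median of 1.23 times as many genes in both as independent lists give. The 2 contrasts of that fit share the variance estimate of each gene, which can raise this ratio. The ratio was not computed in simulated data for separate references, so 1.23 does not show a remaining overlap. With the midbrain and hindbrain markers as a covariate the correlation was 0.642. Because their score differs from WT ctrl by nearly the same amount in both contrasts, the error of its slope enters both and can raise the correlation. How far it did so was not tested, so the overlap cannot be told apart from such tissue by this covariate.

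Tissue of the midbrain or hindbrain in some WT ctrl libraries is a candidate explanation for the lower Pax2, En2, Onecut3 and Lhx1os in both contrasts. The mean of 25 marker genes of these regions, without the 4 genes, was 6.36, 4.57, 3.33, 2.66, 2.75 and 2.50 in WT ctrl replicates 1 to 6, and between 1.95 and 2.72 in the other 12 libraries. Across the 6 WT ctrl libraries the 4 genes rose with it (Pearson r = 0.935, exact permutation p = 0.00417; Spearman rho = 0.943, exact permutation p = 0.0167), and r was 0.803 without the 2 libraries farthest from the median. Among 30 list tests, the score fell by 1.41 in WT MIA (exact permutation p = 0.00433, adjusted p = 0.0260, lower in 6 of 6 libraries than the WT ctrl mean) and by 1.28 in the libraries labelled KO ctrl (exact permutation p = 0.0368, adjusted p = 0.100, also 6 of 6). With the score as a covariate, the 8 log2 fold changes of the 4 genes shrank by 36.4% to 141%, with a median of 45.1%. Pax2 changed sign in the libraries labelled KO ctrl, from -1.15 to 0.47, and went from -1.83 to -0.04 in WT MIA. Because the score itself differs between the groups, some shrinkage is built into this test, and the pattern cannot be told apart from a difference in dissection. With this covariate, 3 genes passed the adjusted threshold in the libraries labelled KO ctrl and 0 in WT MIA, with 2869 and 1694 at an unadjusted p under 0.05.

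Other splits of the 12 libraries of each contrast that part as many same-numbered pairs were counted. Many of them still divide the 2 groups unevenly, so they are no reference free of the group difference. For the libraries labelled KO ctrl, 2 of 32 splits gave as many genes past the adjusted threshold, the real one included, and the other reached 561 genes. For genes also over 2-fold, 2 of 32 splits gave as many. At an unadjusted p under 0.05, 2 of 32 gave as many genes as the 4286, and 5 of 32 as many as the 262 also over 2-fold (median of the others 204, highest 318). In WT MIA, 6 of 32 splits, the real one included, gave as many genes at an unadjusted p under 0.05 (median of the others 1293, highest 3976). A count as large thus came from groupings that mix treated and control libraries, though not from groupings known to be free of the treatment. There, 1 of the 32 splits, which was not the real one, had genes past the adjusted threshold (349). By contrast, 1 of 32, the real one, gave as many as 258 genes at an unadjusted p under 0.05 and over 2-fold, where the other splits had a median of 201 and at most 251. Of 18 further splits that part fewer pairs, 0 gave as many genes past the adjusted threshold for the libraries labelled KO ctrl, where all 18 had 0, and 2 gave as many genes at an unadjusted p under 0.05 for WT MIA. With the GC content and length trend removed, 119 genes passed in the libraries labelled KO ctrl, of which 104 were among the 161. The 119 were 71 higher and 48 lower genes, where the 161 were 76 and 85, so the count of lower genes fell further. The trend held 0.616% of the variance of the log2 fold changes, so it accounts for no more than part of the count.

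A list of 12 cell cycle genes had a median log2 fold change of -0.41 in the libraries labelled KO ctrl (exact permutation p of the list mean 0.00433, adjusted p = 0.0260 over 30 list tests, lower in 6 of 6 libraries than the WT ctrl mean) and of -0.04 in WT MIA. The libraries labelled KO ctrl against WT MIA gave an exact permutation p of 0.0152. The median in the libraries labelled KO ctrl was -0.39 with the GC content and length trend removed. The list was lower under median centring and quantile normalization too. In simulated data the same removal took 872 genes called from an added GC trend to 0. The values thus argue against a trend in GC content and length across genes as the source, for these 12 genes. Fewer dividing cells or a later stage of the fetuses labelled KO may lie behind the lower list. Neither was tested, nor was a difference between litters.

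Imprinted genes form a class that may move together here. Peg3, Usp29, Peg10 and Zdbf2 in Fig. 7G are imprinted, and a list of 37 other imprinted genes had a lower median log2 fold change than nearly all of 10000 random lists matched on expression, at percentile 0.01 in the libraries labelled KO ctrl and 0 in WT MIA. At the level of the libraries the list mean gave an exact permutation p of 0.0628 (adjusted 0.145) and 0.0433 (adjusted 0.108), which does not pass the correction, and both contrasts share the WT ctrl libraries. With the midbrain and hindbrain score as a covariate, the changes of the 4 genes in Fig. 7G shrank by a median of 34.3%, but unevenly: by 55.0% and 41.9% for Peg3 and 53.8% and 49.4% for Peg10, near the shrinkage of En2, Onecut3 and Lhx1os, by 26.6% and 24.9% for Zdbf2, and by 14.0% in both contrasts for Usp29. The lower Peg3 and Peg10 cannot be told apart from such tissue in the WT ctrl libraries, while Zdbf2 and Usp29 kept most of their change.

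Wdfy1 took separate levels within the WT groups. Its normalized counts were 3260, 3331, 3188, 1822, 1987 and 3115 in WT ctrl replicates 1 to 6, 2880, 630, 1774, 1743, 619 and 1764 in WT MIA, and between 599 and 644 in the libraries labelled KO ctrl. A strain variant carried in 0, 1 or 2 copies is a candidate explanation. Among the 215 other genes within 10 Mb, 2 passed the adjusted threshold in the libraries labelled KO ctrl (two-sided Fisher's exact test, p = 0.378), which does not tell a variant that acts on Wdfy1 alone from other causes, and no genotype was measured. The level of Wdfy1 within the WT groups was not used to group libraries.

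Of the other marker lists, the thalamus markers fell by 0.18 in WT MIA (exact permutation p = 0.00216, adjusted p = 0.0216 over the 30 list tests, lower in 6 of 6 libraries than the WT ctrl mean), and by 0.11 in the libraries labelled KO ctrl (exact permutation p = 0.0260, adjusted p = 0.0779, lower in 5 of 6), and whether the 2 contrasts differ was not tested. The striatum markers rose by 0.15 in the libraries labelled KO ctrl (exact permutation p = 0.0216, adjusted p = 0.0722, higher in 6 of 6 libraries than the WT ctrl mean). The cortical excitatory neuron markers rose by 0.22 in WT MIA (exact permutation p = 0.0108, adjusted p = 0.0541, higher in 6 of 6 libraries than the WT ctrl mean). The mean of 20 genes of the LPS response, Lcn2 among them, rose by 0.34 in the libraries labelled KO ctrl and by 0.40 in WT MIA. Of the libraries, 5 of 6 and 6 of 6 were higher (exact permutation p = 0.0152 and adjusted p = 0.0568 for both). The median log2 fold change of these genes was lower than the mean. It was 0.09 in the libraries labelled KO ctrl (12 genes higher and 8 lower) and 0.27 in WT MIA (17 higher and 3 lower). Apart from the thalamus markers in WT MIA, these do not pass the correction. The 30 list tests include the 4 imprinted genes of Fig. 7G in both contrasts (exact permutation p = 0.00216 in each). Those genes were called on these same libraries. Their small p-values lower the adjusted p of the other lists that pass: the thalamus, cell cycle, and midbrain and hindbrain lists. All of them kept their direction under median centring and quantile normalization, and no explanation was tested.

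Xist had 28161, 30005 and 27330 normalized counts in WT ctrl replicates 1 to 3 and 113, 20.9 and 41.2 in replicates 4 to 6, while Ddx3y had 0, 0 and 0 in the former and 1015, 1059 and 1055 in the latter. In WT MIA replicates 1 to 6 Xist had 33247, 30902, 29019, 241, 51.7 and 33.8, and in KO ctrl 31088, 27765, 32032, 244, 69.2 and 49.5. No grouping was drawn from these values.

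The cytokine genes of Fig. 6 were at the floor in the forebrain libraries. Tnf had a mean normalized count of 0.322 and Il1b of 0.843 over the 18 libraries, so a change in them was not detectable at this depth, and Il6 was not analysed here.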
